# Oral Islatravir in Macaques Decreases Lymphocytes and Monocytes and Is Associated with Immune Alterations

**DOI:** 10.3390/pharmaceutics18030381

**Published:** 2026-03-20

**Authors:** Michele B. Daly, Daniel Kim, Seidu Inusah, Dawn Little, Jiyoung S. Kim, Natalia Makarova, Tiancheng E. Edwards, James Mitchell, Walid Heneine, Yi Pan, Charles W. Dobard, J. Gerardo García-Lerma

**Keywords:** islatravir, lymphopenia, nonhuman primate model, preclinical safety, flow cytometry

## Abstract

**Background:** Islatravir (ISL) is a first-in-class nucleoside reverse transcriptase translocation inhibitor with high potency and long half-life in peripheral blood mononuclear cells (PBMCs). However, treatment and prevention of HIV with oral ISL in humans has been associated with decreases in total lymphocytes, CD4 T-cells, and B-cells in a dose-dependent manner. We investigated in macaques the effects of oral ISL on lymphocytes, monocytes, granulocytes, and gene expression in PBMCs. **Methods:** Female pig-tailed macaques (*n* = 5) received an HIV pre-exposure prophylaxis dose of oral ISL adjusted allometrically once a week for 12 weeks. Complete blood counts and B- and T-cells were monitored prior to, during, and after ISL treatment, and changes in counts were evaluated by using a repeated measures model. Changes in gene expression were investigated in PBMCs during treatment and following treatment discontinuation. **Results:** ISL treatment was associated with declines in lymphocytes (11.9%, *p* = 0.0015) and monocytes (22.4%, *p* = 0.0003), but not granulocytes (0.3%, *p* = 0.9781). Total lymphocytes and monocytes returned to pre-treatment levels 6 weeks after treatment cessation (*p* = 0.8244 and *p* = 0.4620, respectively). Lymphocyte subpopulation analyses showed a significant decline in CD8 (−18.4%, *p* = 0.0364) and CD20 (−35.3%; *p* = 0.0002) cells but not CD4 cells (−7.4%; *p* = 0.3470). Gene set enrichment analysis showed negative enrichment (p_adj_ < 0.05) of gene pathways associated with immune regulation, cell proliferation, and inflammation. **Conclusions:** ISL treatment resulted in significant reductions in lymphocytes reproducing clinical toxicity. This effect was reversed after treatment cessation as observed in humans. Our results highlight the value of the macaque model to study immune alterations at the preclinical stage.

## 1. Introduction

Islatravir (ISL) is a first-in-class nucleoside reverse transcriptase translocation inhibitor (NRTTI) with promising characteristics for HIV treatment and prevention. ISL is highly potent against wild-type and drug-resistant HIV, and its intracellular active form (ISL-triphosphate, ISL-TP) has a long half-life in peripheral blood mononuclear cells (PBMCs) [1]. The high potency and long half-life of ISL-TP prompted the evaluation of multiple ISL dosing strategies in humans for HIV treatment or pre-exposure prophylaxis (PrEP), including daily, weekly, and monthly regimens [2,3,4,5]. However, the development of ISL experienced setbacks in late 2021 when several trials were paused due to declines in total lymphocytes, CD4 T-cells, and B-cell counts. Exposure-related reductions in lymphocytes were observed with daily ISL doses exceeding 0.75 mg and with monthly PrEP doses of 60 mg and 120 mg [6,7]. These observations led to safety reassessments and dose optimization efforts to identify safe and effective doses of ISL for further clinical development.

The precise mechanisms underlying ISL-induced lymphopenia are not known but are thought to be related to ISL-TP accumulation, leading to cell growth inhibition. In vitro, ISL inhibited the growth of PBMCs and human B lymphoblastoid TK6 cells in a concentration-dependent manner, possibly through inhibition of DNA polymerase alpha [8]. At high doses, ISL also inhibited T- and B-cell activation [8]. Clinical and pharmacokinetic modeling have established an ISL-TP threshold of ~1 pmol/10^6^ PBMCs below which reductions in lymphocytes are not anticipated [9,10]. As of today, only two dosing regimens remain under clinical investigation: 0.25 mg daily and 2 mg weekly, as both have shown no clinically significant impact on lymphocyte counts [6,11].

The development of preclinical models that can predict lymphopenia induced by ISL or other NRTTIs may help identify safe and effective doses before clinical development. Here, we investigated whether ISL-induced lymphopenia could be replicated in a macaque model. We selected an oral dose of ISL that results in ISL-TP concentrations in PBMCs that fall within the range observed in humans treated with the monthly 60 mg PrEP dose. To adjust for the shorter half-life of ISL-TP in macaques compared to humans (~50 h and ~190 h, respectively), we performed weekly cycles of treatment that capture C_max_ and C_trough_ values seen with the monthly 60 mg PrEP dose [7]. We demonstrate significant reductions in total lymphocytes and monocytes, CD8 T-cells, and B-cells, and uncover alterations in key gene expression pathways associated with immune regulation, cell proliferation, and inflammation.

## 2. Materials and Methods

### 2.1. Macaques and Drug Administration

Pig-tailed macaques (*Macaca nemestrina*) were housed in a facility that is US Department of Agriculture registered, Office of Laboratory Animal Welfare assured, and Association for Assessment and Accreditation of Laboratory Animal Care accredited. Veterinarians at the Centers for Disease Control and Prevention (CDC) provided husbandry and enrichment care. All macaque procedures were performed under a CDC Institutional Animal Care and Use Committee-approved protocol in accordance with the Guide for the Care and Use of Laboratory Animals [12].

### 2.2. Study Design

Macaques (*n* = 5) received oral ISL (30 mg/kg; WuXi AppTec, Shanghai, China) by gavage under anesthesia once a week for 12 consecutive weeks. The dose of ISL was determined based on a pilot pharmacokinetic study that showed that 30 mg/kg resulted in an intracellular concentration of ISL-triphosphate that is within the range of those seen in humans treated with 60 mg of ISL. Blood was collected once weekly prior to ISL treatment (6–18 weeks per animal; 78 observations) at 0.5, 2, and 24 h after the first dose for pharmacokinetic analysis only; immediately before each weekly dose (12 weeks per animal; 60 observations); and weekly after treatment discontinuation (for 4–6 weeks; 25 observations). Blood volumes were kept to the minimum necessary and never exceeded the CDC IACUC limit on blood collection volumes based on animal weight. Blood was collected in Vacutainer^®^ EDTA Tubes for complete blood counts and in Vacutainer Cell Preparation Tubes (CPT™) for pharmacokinetic analyses and flow cytometry (Becton-Dickson, Franklin Lakes, NJ, USA). PBMCs were isolated from CPTs following the manufacturer’s protocol, treated with BioLegend red blood cell lysis buffer (BioLegend, San Diego, CA, USA), and then counted using trypan blue exclusion on the Countess II FL automated cell counter (Invitrogen, Carlsbad, CA, USA). Plasma aliquots of 500 µL were immediately frozen at −70 °C.

### 2.3. Complete Blood Count

EDTA whole blood samples were inverted 8 times immediately before analysis. Complete blood counts were performed with the Beckman Coulter AcT diff2 Hematology Analyzer (Brea, CA, USA) in the “closed vial whole blood” mode. Hematology parameters analyzed included lymphocytes, monocytes, and granulocytes from blood prior to ISL treatment (6–18 weeks per animal; 78 observations); immediately before each weekly dose (12 weeks per animal; 60 observations); and weekly after treatment discontinuation (for 4–6 weeks; 25 observations).

### 2.4. Multicolor Flow Cytometry and Absolute Counts

Whole blood collected in CPTs was centrifuged for 1 h at 1600× *g* within 2 h of collection. Plasma was removed, and the PBMC layer was collected and washed in phosphate-buffered saline (PBS). The cell pellets were vortexed, then lysed in 3 mL ACK lysis solution for 5 min. PBS was added, up to 14 mL, to stop the lysis reaction, then centrifuged for 20 min at 200× *g* and resuspended in PBS. Cell concentration and viability were determined by using a Countess Cell Counter (Invitrogen). One million cells were aliquoted into individual 5 mL round-bottom Falcon tubes (Corning, NY, USA), pelleted by centrifugation, and resuspended at a concentration of 10 × 10^6^ cells/mL in BD Stain Buffer. Cells were stained for 30 min in the dark with a panel of antibodies according to the manufacturer’s instructions. The specific antibodies used are described in Supplementary Table S1.

After incubation, the samples were washed with 2 mL Stain Buffer, then fixed by using BD Cytofix according to the manufacturer’s protocol, and 100,000 events were acquired on BD FACSymphony A3 flow cytometer (Franklin Lakes, NJ. USA). BD CS&T beads were used to monitor the instrument’s performance and quality control. Stained and fixed cells were analyzed by flow cytometry within 12 h. Data were analyzed with FlowJo v10 software. White blood cells were identified by using side scatter and CD45 gating, followed by double exclusion. Lymphocytes within that gate were isolated by using forward scatter and side scatter, excluding debris and dead cells. To identify distinct populations of T and B lymphocytes, a dot plot of CD3 versus CD20 was created. T-cells were separated further to identify CD4 and CD8 T-cell subsets. The specific gating strategy is shown in Supplementary Figure S1. Fluorescence minus one (FMO) controls were used to identify positive cell populations and to determine the appropriate gating strategy.

Absolute counts were determined using the dual platform method [13]. This involved calculating the absolute count by multiplying the lymphocyte absolute count, derived from a complete blood count (CBC) performed on the Beckman Coulter AcT Diff 2 hematology analyzer, by the percentages of specific lymphocytes and lymphocyte subsets obtained from the BD FACSymphony A3 flow cytometer. Flow analysis was conducted once weekly prior to ISL treatment (5–7 weeks per animal; 30 observations), immediately before each weekly dose (12 weeks per animal; 60 observations), and weekly after treatment discontinuation (for 4–6 weeks; 25 observations).

### 2.5. Measurement of Plasma ISL and Intracellular ISL-TP in PBMCs

ISL in plasma was quantified by liquid chromatography–tandem mass spectrometry (LC-MS/MS) as previously described [13]. The calibrated range for ISL in plasma was 0.1–100 ng/mL. Accuracy and precision in the calibrated range were within 15% and 20% at the lower limit of quantification (LLOQ). Intracellular ISL-TP in PBMCs was also measured as previously described [14]. Briefly, five million live PBMCs were resuspended in 500 µL ice-cold 80% methanol, vortexed for one minute, and immediately frozen at −70 °C. ISL-TP was quantified using previously published LC-MS/MS methods. The calibrated ranges were 0.05–200 for ISL-TP and 0.005–100 ng/mL for dATP. Accuracy and precision were within 20%. Concentrations were normalized to live PBMCs and reported in fmol of ISL-TP/million PBMCs. Pharmacokinetic figures were created by using GraphPad Prism for Windows (version 10.2.3; GraphPad Software, San Diego, CA, USA). Area under the curve values from 2 h to 168 h (AUC_2–168h_) were calculated by using the linear trapezoidal linear interpolation method in Phoenix WinNonlin (version 8.4.0.6172; Certara, Princeton, NJ, USA).

### 2.6. Analysis of Gene Expression in PBMCs

Analysis of gene expression was performed at Emory University EPC Genomics Core. Gene expression patterns were investigated in PBMCs collected immediately before ISL treatment (week 0), after 12 consecutive weeks of ISL treatment (week 12), and 6 weeks after treatment discontinuation (week 18). Briefly, two million PBMCs were lysed with 350 µL of Buffer RLT and then extracted by using the RNeasy Mini kit (Qiagen, Germantown, MD, USA) with on-column DNase digestion. RNA quality was assessed by using a TapeStation 4200 (Agilent, Alpharetta, GA, USA), and then ten nanograms of total RNA were used as input for cDNA synthesis by using the SMART-Seq v4 Ultra Low Input RNA kit (Takara Bio, San Jose, CA, USA) according to the manufacturer’s instructions. Amplified cDNA was fragmented and appended with dual-indexed barcodes by using the Nextera XT DNA Library Preparation kit (Illumina, San Diego, CA, USA). Libraries were validated by capillary electrophoresis on a TapeStation 4200, pooled at equimolar concentrations, and sequenced with PE100 reads on an Illumina NovaSeq 6000, yielding ~23 million reads per sample on average.

Sequencing data were aligned to *Macaca nemestrina* Ensembly release 95 by using STAR 2.7.9a [15]. Transcript abundance estimates were calculated by using the STAR “quantMode GeneCounts” option. DESeq2 was used for transcript normalization and differential expression analysis using the Wald test [16]. Gene set enrichment analysis (GSEA) was performed by using the fGSEA R package (version 1.28.0) with pathway definitions defined in the Hallmark collection of MSigDB [17,18] as well as the C2 canonical KEGG and Reactome pathway sets. Normalized enrichment scores (NES) and adjusted *p* values (*p*_adj_) were used to quantify the degree of enrichment of specific gene sets using the Kolmogorov–Smirnov test. The data can be accessed via GEO (GSE320114).

### 2.7. Statistical Analysis

A repeated measures design was used to compare the effects of ISL on hematology and flow cytometry outcomes across three time periods (pre-treatment, ISL treatment, and post-treatment). All absolute outcome variables were log-transformed to base 10 before analysis. A linear mixed-effects model was fitted with week and period included as fixed effects, while allowing for random intercepts by ID to account for the repeated measures (i.e., multiple observations per animal). Pairwise comparisons between each of the three periods were performed, and the estimates were back-transformed to the original scale [19,20,21]. Since these comparisons are conducted on a log scale and account for differing week distribution across study periods, the resulting estimates reflect multiplicative effects rather than additive ones. *p* values derived from the linear mixed-effects model to assess the statistical significance of the effects were reported utilizing SAS software (version 9.4_M8; SAS Institute Inc., Cary, NC, USA).

## 3. Results

### 3.1. Pharmacokinetic Profile of ISL at First Dose and After Repeated Dosing

Macaques (*n* = 5) received 30 mg/kg of ISL once weekly for 12 weeks. After the first dose, median (range) ISL concentrations in plasma at 30 min, 2 h, and 24 h were 268 (123–1083), 1476 (482–3862), and 365 (208–546) nM, respectively. ISL was still detected in plasma at day 7 (median = 16 [10–20] nM) (Figure 1a). In PBMCs, the median (range) ISL-TP concentrations at 2 h, 24 h, and 7 days were 1.6 (0.7–4.6), 20.4 (12.8–22.1), and 1.9 (1.2–2.5) pmols/10^6^ cells, respectively (Figure 1b). The median (range) AUC_2–168h_ value for ISL-TP was 1834.0 (1157.4–2351.3) h * pmol/10^6^ PBMCs.

During repeated weekly dosing, the trough concentration (C_trough_) of ISL in plasma ranged between 16 and 37 nM with a median of 27 nM (Figure 1c). Likewise, ISL-TP C_trough_ in PBMCs ranged between 1.4 and 2.9 pmols/10^6^ PBMCs (median = 2.0 pmols/10^6^ PBMCs) (Figure 1d). After the last dose, ISL-TP concentrations showed a biphasic decline characterized by a rapid fall within a week, followed by a more gradual subsequent decline (Supplementary Figure S2).

### 3.2. Effect of ISL on Lymphocytes, Monocytes and Granulocytes

We next investigated the effect of ISL on blood cells. The study included a pre-treatment phase to define baseline values, a 12-week treatment period with weekly doses of ISL at 30 mg/kg, and a drug washout phase (Figure 2a). We performed a median of 16 complete blood count measurements (range = 6–18) per animal prior to treatment, weekly measurements during treatment, and a median of six weekly measurements (range = 4–6) following treatment discontinuation.

Treatment with ISL was associated with a 11.9% and 22.4% reduction in total lymphocytes and monocytes from baseline (*p* = 0.0015 and *p* = 0.0003, respectively) (Table 1). After treatment cessation, lymphocytes and monocytes increased by 14.9% (*p* = 0.015) and 38% (*p* = 0.0008), respectively, returning to pre-treatment values. These increases coincided with a biphasic decline in ISL-TP concentrations, decreasing from 2.4 to 0.087 pmol/10^6^ PBMCs over the 35 days after the last ISL dose. (Table 1 and Supplementary Figure S2). ISL treatment was not associated with significant changes in granulocytes (Table 1).

The effect of ISL on lymphocyte subpopulations of CD4, CD8, and CD20 cells was also investigated by flow cytometry prior to ISL treatment (5–7 weeks per animal; 30 observations), immediately before each weekly dose (12 weeks per animal; 60 observations), and weekly after treatment discontinuation (for 4–6 weeks; 25 observations) (Figure 2b). Table 2 shows that 12 weeks of ISL treatment resulted in a significant reduction in absolute CD8 (−18.4%; *p* = 0.0364) and CD20 (−35.3%; *p* = 0.0002) cells but not CD4 cells (−7.4%; *p* = 0.3470). The reduction in CD20 cells was maintained after treatment discontinuation (−50.6%; *p* < 0.0001).

### 3.3. Changes in Gene Expression During ISL Treatment

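RNA from the PBMCs of 5 pig-tailed macaques was sequenced at 3 time points: before the first of the weekly oral ISL doses of 30 mg/kg, at week 12 of treatment, and at week 18, 6 weeks after the last dose. PBMCs hold the lymphocytes and monocytes of blood, so the count of a gene depends both on its expression in a cell type and on the share of that cell type among the cells. The authors amplified cDNA from total RNA, aligned the reads with STAR to the *M. nemestrina* genome, and deposited the number of reads counted on each gene in each of the 15 libraries, without normalization. Between 5610597 and 10379572 reads per library were counted on genes, with a median of 9060148 before treatment, 9142495 at week 12 and 8399963 at week 18. The table lists 28865 features. Of these, 16382 are named by a gene symbol, 7212 by an Ensembl identifier and 5271 by an Rfam identifier, and 20732 had at least 1 count. Counts were scaled by edgeR's TMM method, expression is given as CPM from the scaled libraries, and 12880 features were tested after edgeR's filter on low counts, with a minimum count of 10. The main test was edgeR's quasi-likelihood test with the time point as the only term. Libraries of the same animal deviated together from the mean of their time points. The correlation of these deviations across genes averaged 0.551 over the 15 pairs of libraries from one animal and −0.137 over the 60 pairs from different animals and time points. Each test was therefore also made with the animal as a block, which lowered the biological coefficient of variation from 29.3% to 16.9%. The names of the libraries carry dates, which are taken here as sampling dates, although what they mark is not stated. They place the second sample 56 or 57 days after the first, which is 8 weeks. The third sample lies 84 days after the first, which is 12 weeks. The last 2 samples of an animal are 27 or 28 days apart. The paper's Results place the last sample at week 18, 6 weeks after the last dose, and its Figure 2 legend at week 16, 4 weeks after it. The samples are named here as in the paper's Results. The animals Z15303, Z15339 and Z15408 were sampled on the same dates at every time point, and Z15228 and Z13076 each on dates of their own. No untreated animals were sequenced.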

Gene expression patterns were investigated in PBMCs collected immediately before treatment, at week 12 of treatment, and at week 18 (6 weeks after treatment discontinuation). The volcano plots and corresponding heatmaps representing genes differentially expressed within study periods are shown in Figure 3.

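At week 12, none of the 12880 features passed an adjusted p of 0.05 in edgeR's quasi-likelihood test without a block. The smallest adjusted p was 0.6, and 207 features had an unadjusted p under 0.05, 140 of them lower than before treatment. With the animal as a block, 1 feature passed, and 604 had an unadjusted p under 0.05, 419 of them lower. These 604 are 4.69% of those tested. The 2 time points can be swapped within animals in 16 ways, the real one included. Of these, 13 gave as many features with the block, so the number shows no excess. Among the alternatives set before the data were examined, DESeq2's Wald test with the animal as a block moved the count most, to 21 genes, all lower. The 12 B-cell genes that the paper names, *MS4A1*, *BLK*, *BANK1* and *FCRL2* among them, were each lower at week 12 in 5 of 5 animals. The paper picked them in these same libraries for their underexpression, so the direction of their changes and the tests on their mean were largely fixed by that choice. Their log2 fold changes lay between −1.39 and −0.70, with a median of −1.05.
*MS4A1*, which encodes CD20, had 77.2 ± 65.6 CPM before treatment and 35.1 ± 28.3 at week 12 (SD, n = 5). Its log2 fold change was −1.13 (standard error 0.58, adjusted p = 1 from edgeR's quasi-likelihood test). With the animal as a block it was −1.08 (standard error 0.19, edgeR adjusted p = 0.0768). The animals differed before treatment by more than treatment changed them, from 288 to 1860 counts. *IGKV1OR2-108* was the feature that passed with the block, with a log2 fold change of −1.42 (standard error 0.20, edgeR adjusted p = 0.0242). Without the block its value was −1.42 (standard error 0.51, edgeR adjusted p = 1). In fits with the block that each left out an animal, its log2 fold change stayed between −1.56 and −1.22. It did not pass in all of them. No feature passed without Z15228, Z15303, Z15339 or Z15408 (smallest edgeR adjusted p 0.434, 0.0767, 0.125 and 0.0682). Reads of an immunoglobulin variable segment can be shared with near-identical segments, so its count is uncertain. The mean log2 CPM of the 12 B-cell genes changed by −0.99 ± 0.18 (SD of the within-animal differences, n = 5). The two-sided exact permutation test between the time points gave p = 0.0873 (adjusted p = 0.636 over the 51 tests of gene lists). The two-sided exact sign-flip test within animals gave p = 0.0625, the smallest that 5 animals allow. The mean change was −0.996 in the 3 animals sampled on the same dates and −0.977 in the other 2.

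**Figure D1:**
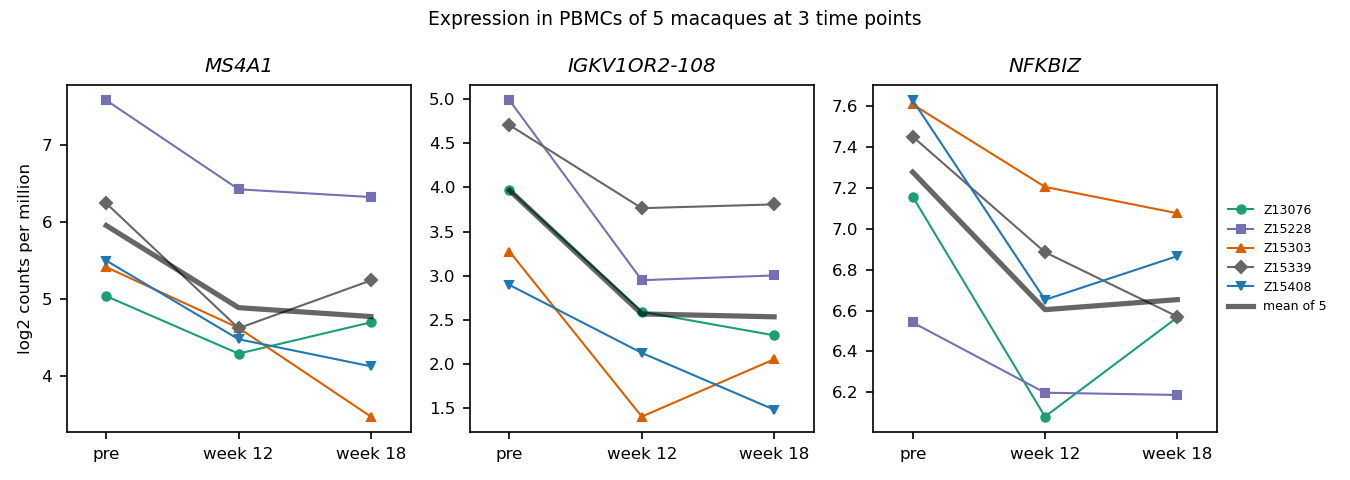
Expression of *MS4A1*, *IGKV1OR2-108* and *NFKBIZ* in log2 CPM (vertical axis) at the 3 time points (horizontal axis); each thin line is 1 of the 5 animals and the thick line is their mean. All 5 animals lie lower at week 12 than before treatment for each of these genes.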

ISL treatment was associated with underexpression of genes encoding proteins associated with B-cell function (*MS4A1*, *CD19*, *FCRL5*, *CD19*, *FCRLA*, *BLK*, *BANK1*, *CD79A* and *CD79B*), tumor necrosis factor receptor (*TNFRSF13B*), genes predicted to enable CD4 receptor binding activity (*CD22*), genes involved in the regulation of NF-kappa-B transcription factor (*NFKBIZ*), genes associated with cancer cell growth (*TMCC3* and *FCRL1*), and other genes expressed in immune cells, such as voltage-gated hydrogen channel 1 (*HVCN1*), SP140 Nuclear Body Protein (*SP140*), and Immunoglobulin kappa variable 1/OR2-108 (*IGKV1OR2-108*) (Figure 3a,d). 

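The paper's list for week 12 holds 27 genes, 22 of them with a symbol and 5 with an Ensembl identifier, most of which the paper's Table 3 describes as Ig-like domain-containing proteins. Each of the 27 had a negative log2 fold change in edgeR's fit, between −1.48 and −0.44, and 25 were lower in 5 of 5 animals. In the fit without a block, 16 of them had an unadjusted p under 0.05, and 14 passed with adjustment over the list alone. With the animal as a block these counts were 27 and 27. The list was picked in these same data, so these counts do not show stability. *PHTF2* had the smallest unadjusted p of all features without the block. Its expression was 53.5 ± 5.45 CPM before treatment and 33.5 ± 2.90 at week 12 (SD, n = 5), a log2 fold change of −0.68 (standard error 0.12, edgeR adjusted p = 0.6), and with the animal as a block −0.68 (standard error 0.13, edgeR adjusted p = 0.101). DESeq2's Wald test without a block called this gene alone. *TMCC3*, *HVCN1* and *SP140* had log2 fold changes of −0.74, −0.64 and −0.76 (standard errors 0.27, 0.23 and 0.50), each lower in 5 of 5 animals. DESeq2 with the animal as a block and edgeR's filter, an alternative chosen after the values were seen, called 26 genes, 24 of them on the paper's list.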

The name and description of the genes, along with the log2 fold change in expression and corresponding adjusted *p* values, are shown in Table 3 and Supplementary Table S2. 

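At week 18, none of the 12880 features passed an adjusted p of 0.05 without the block (smallest adjusted p = 1 from edgeR), and 218 had an unadjusted p under 0.05. With the animal as a block, *IGKV1OR2-108* passed again (log2 fold change −1.49, standard error 0.21, edgeR adjusted p = 0.0143), and 754 features had an unadjusted p under 0.05. These 754 are 5.85% of those tested. Of the 16 ways of swapping the time points within animals, the real one included, 5 gave as many. In fits with the block, no feature passed without Z15228, Z15303 or Z15339 (smallest edgeR adjusted p 0.367, 0.0646 and 0.061). DESeq2's Wald test with the animal as a block called 50 genes, 47 of them lower. The 27 genes on the paper's list for week 12 all had negative log2 fold changes at week 18, and 24 were lower in 5 of 5 animals. The median ratio of their log2 fold changes at week 18 to those at week 12 was 1.03. Both changes are taken from the same pre-treatment libraries, and the genes were picked for lying low at week 12. Their shared direction and size are therefore in part built in. The mean log2 CPM of the 12 B-cell genes was 1.06 lower than before treatment, a change of −1.06 ± 0.42 (SD of the within-animal differences, n = 5, lower in 5 of 5 animals, two-sided exact permutation p = 0.0397, adjusted p = 0.607). *FCRL2* had 2.39 ± 0.94 CPM before treatment, 0.907 ± 0.551 at week 12 and 0.441 ± 0.166 at week 18 (SD, n = 5). These values rest on 11 to 36 counts per library before treatment and on 2 to 6 at week 18. Its log2 fold change at week 18 was −2.38 (standard error 0.50, edgeR adjusted p = 1), and −2.34 (standard error 0.45, edgeR adjusted p = 0.0599) with the animal as a block. At week 12 it was already lower in 5 of 5 animals, with a log2 fold change of −1.39. *CD300H* had a log2 fold change of −0.54 (standard error 0.29) at week 18 and −0.43 (standard error 0.29) at week 12, lower in 5 of 5 animals at both time points. The difference between week 18 and week 12 was itself not significant for *FCRL2* (log2 fold change −0.99, standard error 0.52, edgeR adjusted p = 1).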

Underexpression of these genes was mostly maintained 6 weeks after treatment discontinuation, with some additional genes being underexpressed, including genes encoding Fc receptor-like 2 (*FCRL2*) and CD300 Antigen-Like Family Member H (*CD300H*) proteins (Figure 3b,e). 

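Between week 12 and week 18, none of the 12880 features passed an adjusted p of 0.05 in edgeR's test without the block (smallest adjusted p = 1) or with the animal as a block (smallest adjusted p = 0.247). The unadjusted p was under 0.05 for 65 features without the block, which is 0.505% of those tested, and for 279 features, or 2.17%, with it. DESeq2's Wald test with the animal as a block called 8 genes, and 1 gene after edgeR's filter on low counts. That gene was *SYTL3*, with 76.6 ± 21.5 CPM at week 12 and 47.5 ± 8.68 at week 18 (SD, n = 5), against 55.5 ± 11.0 before treatment. Its log2 fold change between the 2 time points was −0.69 (standard error 0.19, edgeR adjusted p = 1) without the block and −0.67 (standard error 0.12, edgeR adjusted p = 0.247) with it, lower in 5 of 5 animals. The 27 genes on the paper's list for week 12 had a median log2 fold change of −0.02 between week 12 and week 18. *FCRL5* was higher at week 18 than at week 12 in 5 of 5 animals (log2 fold change 0.68, standard error 0.23, edgeR adjusted p = 1 with the animal as a block).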

Little or no changes in gene expression were seen between week 12 of treatment and post-treatment (week 18) (Figure 3c,f). The entire list of genes analyzed, along with the log2 fold change and adjusted *p* values, is shown in Supplementary Files S1–S3.

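The paper's list for week 18 holds 43 genes, 30 with a symbol and 13 with an Ensembl identifier. Of these, 21 are also on its list for week 12, and the other 22 had a log2 fold change of the same sign at week 12 in edgeR's fit. The list has 2 genes that were higher at week 18. *CHIT1* had a log2 fold change of 1.27 (standard error 0.57, edgeR adjusted p = 1) and *TCN2* one of 0.73 (standard error 0.39, edgeR adjusted p = 1), each higher in 5 of 5 animals. With the animal as a block the log2 fold changes were 1.33 (standard error 0.26, edgeR adjusted p = 0.0599) and 0.70 (standard error 0.14, edgeR adjusted p = 0.083). Without the block, 20 of the 43 genes had an unadjusted p under 0.05, and with it all 43 did.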

We next used GSEA to identify specific gene pathways affected by ISL treatment. 

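The MSigDB collections could not be tested again in full, since the files hold only the paper's results for them. In their place, 17 lists of marker and response genes, fixed before the data were examined, were tested with fgsea on the 10773 tested genes with a symbol, ranked by the signed square root of edgeR's F statistic. At week 12, 10 of the 17 lists had an adjusted p under 0.05 without the block and 13 with the animal as a block. The 12 B-cell genes, which the paper picked in these libraries, had an NES of −2.47 and 26 B-cell markers that the paper does not name had an NES of −2.55, and with the block these were −2.61 and −2.72. The 29 Toll-like receptor signaling genes had an NES of −1.95 (adjusted p = 0.00106 from fgsea's permutation of genes), and their mean log2 CPM fell by 0.18 in the mean of 5 animals, lower in 5 of 5. The 40 type I IFN-stimulated genes had an NES of −2.14 (adjusted p = 4.11e-05 from fgsea's permutation of genes), −1.98 with the block. Their mean log2 CPM, however, was lower in 2 of the 5 animals and higher in 3, with a change of −0.18 ± 0.61 (SD of the within-animal differences, n = 5, two-sided exact sign-flip p = 0.8125). It changed by −1.23 in animal Z15303 and by −0.14 to 0.32 in the other 4. Without Z15303 the NES of this list was 1.33 (adjusted p = 0.169 from fgsea's permutation of genes), whereas it lay between −2.69 and −2.00 when each of the other animals was left out. The NES of the B-cell genes stayed between −2.52 and −2.31 in the 5 fits that each left out an animal, and that of the B-cell markers not named between −2.66 and −2.41. When the 2 time points were swapped in 2 of the 5 animals, fgsea still gave an adjusted p under 0.05 in 52 of 150 tests of the 15 lists that hold no B-cell markers, or 34.7%, so its adjusted p does not account for genes of a list that vary together between animals.

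**Figure D2:**
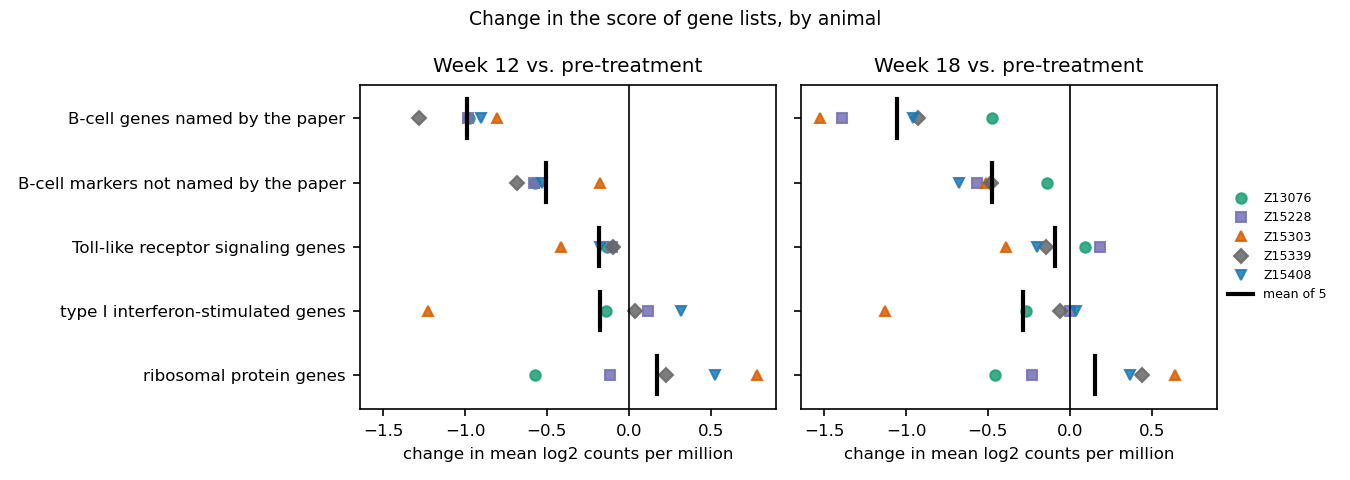
Change in the mean log2 CPM of 5 gene lists (horizontal axis) at week 12 (left) and week 18 (right) against pre-treatment; each symbol is 1 of the 5 animals and the black bar is their mean. All animals lie below 0 for both B-cell lists, while for the type I IFN-stimulated genes Z15303 lies at −1.23 and the others between −0.14 and 0.32 at week 12.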

Analysis with the Reactome dataset showed negative enrichment of multiple gene pathways associated with immune responses, including IFN signaling (Normalized enrichment score (NES) = −2.0; *p*_adj_ = 0.0001), signaling by interleukins (NES = −1.5, *p*_adj_ = 0.0045), B-cell receptor signaling (NES = −1.9; *p*_adj_ = 0.003), toll-like receptor cascades (NES = −2.0; *p*_adj_ < 0.0001), interferon gamma signaling (NES = −2.21; *p*_adj_ < 0.0001), interferon alpha beta signaling (NES = −2.0; *p*_adj_ < 0.0001), and diseases of the immune system (NES = −2.0; *p*_adj_ = 0.0004) (Figure 4a). 

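The paper's Supplementary Files S4–S6 name the leading-edge genes behind each pathway, up to a length at which the copy read here breaks off. Their log2 fold changes are described without a test, since these genes were picked in the same data for lying at one end of the ranking. The leading-edge genes of IFN signaling (56 genes read) had a median log2 fold change of −0.19 at week 12, where the median of all tested features was 0.00. By animal, the median change was −0.60 in Z15303 and between −0.12 and −0.01 in the other 4. For interferon gamma signaling (33 genes) it was −0.55 in Z15303 and between −0.16 and −0.04 in the others. For interferon alpha beta signaling (23 genes) it was −1.33 in Z15303 and −0.12, −0.03, 0.02 and 0.15 in the others. Without Z15303 the median log2 fold change of these 23 genes was 0.05, against −0.25 with all 5 animals. The remaining pathways were less uneven among animals. B-cell receptor signaling (30 genes) had a median log2 fold change of −0.24, with −0.32 to −0.10 by animal. Toll-like receptor cascades (58 genes) had −0.21, with −0.37 to −0.11 by animal. Signaling by interleukins (56 genes) had −0.25, with −0.46 to −0.11, and diseases of the immune system (14 genes) had −0.29, with −0.46 to −0.14.

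**Figure D3:**
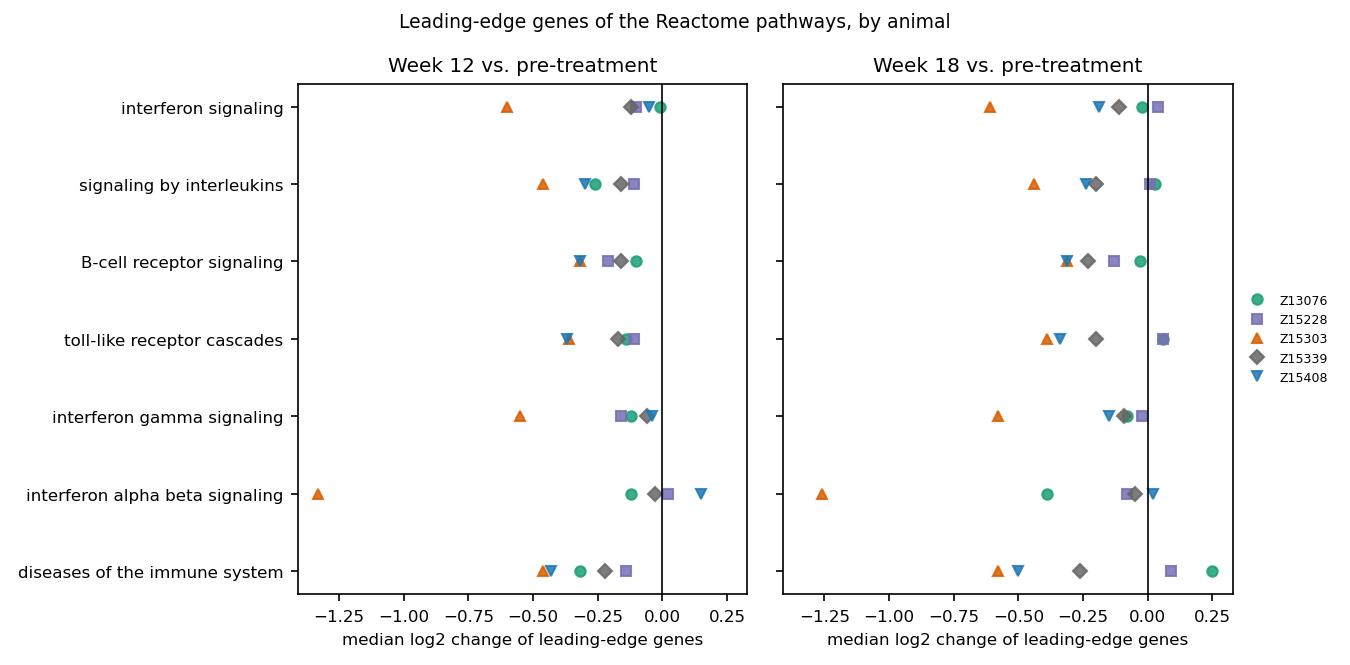
Median log2 change of the leading-edge genes of the 7 Reactome pathways (horizontal axis) in each of the 5 animals (symbols) at week 12 (left) and week 18 (right) against pre-treatment. Z15303 lies at −1.33 for interferon alpha beta signaling at week 12, while the others lie between −0.12 and 0.15.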

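In the KEGG collection, the 26 leading-edge genes of B-cell receptor signaling had a median log2 fold change of −0.27 at week 12, and the median change by animal lay between −0.43 and −0.18. In 5 fits that each left out an animal, the median stayed between −0.26 and −0.23. Of these genes, 7 are on the lists of B-cell genes. For Toll-like receptor signaling (38 genes) the median was −0.19, and by animal −0.32 to −0.10. For primary immunodeficiency the leading edge has 8 genes, 5 of them on the lists of B-cell genes. Their median log2 fold change was −0.54, with −0.90 to −0.41 by animal. Single genes in these sets seldom stood out from the spread between animals. The unadjusted p from edgeR's test without the block was under 0.05 for 5, 1 and 1 of the genes of the 3 pathways.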

Likewise, analysis using the KEGG dataset showed negative enrichment of gene pathways associated with B-cell receptor signaling (NES = −2.3; *p*_adj_ < 0.0001), toll-like receptor signaling (NES = −2.0; *p*_adj_ < 0.0002), and primary immunodeficiency (NES = −1.8; *p*_adj_ = 0.029) (Figure 4b). 

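In the Hallmark collection, the leading-edge genes of the IFN alpha response (41 genes) had a median change of −0.88 in Z15303 and of −0.10 to 0.11 in the other 4 animals. Their median log2 fold change was −0.22 with all animals and −0.03 without Z15303. For the IFN gamma response (57 genes read) the median change was −0.75 in Z15303 and −0.28 to −0.01 in the others, and the median log2 fold change moved from −0.24 to −0.11 without Z15303. The inflammatory response (52 genes read) had a median log2 fold change of −0.27, IL6 JAK STAT3 signaling (29 genes) −0.20, TNF alpha signaling via NFKB (53 genes read) −0.26 and IL2 STAT5 signaling (52 genes read) −0.24. In these 4 pathways the median change was negative in 5 of 5 animals, and it was largest for TNF alpha signaling in Z13076, at −0.59, against −0.38 to −0.08 in the others.

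**Figure D4:**
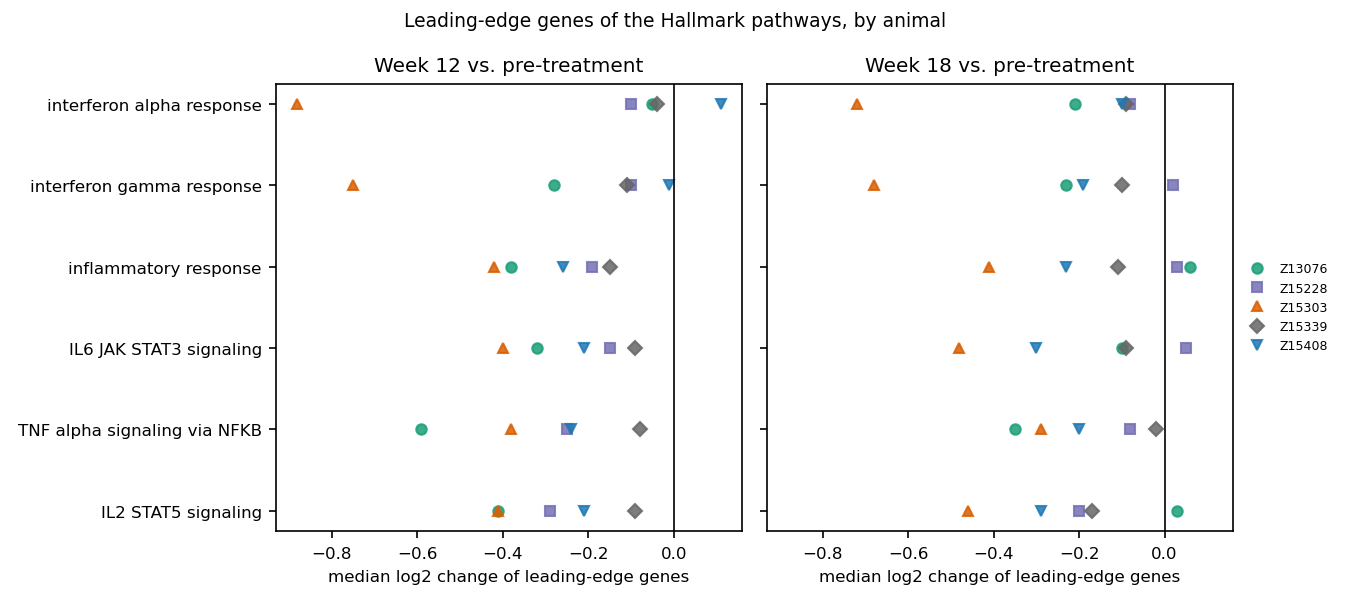
Median log2 change of the leading-edge genes of the 6 Hallmark pathways (horizontal axis) in each of the 5 animals (symbols) at week 12 (left) and week 18 (right) against pre-treatment. For the IFN alpha response at week 12, Z15303 lies at −0.88 and the others between −0.10 and 0.11.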

The Hallmark dataset showed negative enrichment of gene pathways associated with interferon alpha and gamma responses (NES = −1.7; *p*_adj_ = 0.0023 and NES = −2.1; *p*_adj_ < 0.0001, respectively), inflammatory responses (NES = −1.7; *p*_adj_ = 0.0023), IL6 JAK STAT3 signaling (NES = −1.8; *p*_adj_ = 0.0024), TNF alpha signaling via NFKB (NES = −1.8; *p*_adj_ = 0.0004), and ISL2 STAT5 signaling (NES = −1.5; *p*_adj_ = 0.0127) (Figure 4c). Overall, the effect of ISL on gene pathways was maintained after treatment discontinuation (week 18 vs. pre-treatment) with little or no change between treatment and post-treatment samples (week 18 vs. week 12). 

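The median change of the leading-edge genes was below 0 in 5 of 5 animals for 14 of the 16 pathways at week 12 and for 6 of them at week 18. These genes were picked for lying low at week 12 in the same libraries, so a smaller fall at week 18 and a rise from week 12 to week 18 follow in part from that choice. Both B-cell receptor signaling pathways, primary immunodeficiency, Reactome interferon gamma signaling, the Hallmark IFN alpha response and TNF alpha signaling via NFKB were lower in every animal at week 18. The median over the 325 leading-edge genes was −0.23 at week 12 and −0.20 at week 18, and without Z15303 −0.17 and −0.13. For the Toll-like receptor cascades, the animals Z13076 and Z15228 were at 0.06 at week 18, and the 3 others between −0.39 and −0.20. For the Hallmark inflammatory response, the median change from week 12 to week 18 was positive in 5 of 5 animals, with a median log2 fold change of 0.13 between these time points. The paper's reported NES for this set is −1.67 at week 12 (its adjusted p = 0.0024), −1.21 at week 18 (its adjusted p = 0.19) and 1.45 for week 18 vs. week 12 (its adjusted p = 0.031). For week 18 vs. week 12 it is −1.75 (its adjusted p = 0.0027) for the IFN alpha response and −1.65 (its adjusted p = 0.0011) for the IFN gamma response. For IL6 JAK STAT3 signaling the paper's reported NES is −1.78, −1.23 and 1.62 in the same order, and the median log2 fold changes here were −0.20, −0.19 and 0.03. For the other sets whose week 18 value could be read, the paper's reported NES at week 12 and week 18 is −1.73 and −2.18 for the Hallmark IFN alpha response, −2.05 and −2.43 for the IFN gamma response, −1.77 and −1.52 for TNF alpha signaling via NFKB, −1.51 at both for IL2 STAT5 signaling, −2.32 and −2.35 for KEGG B-cell receptor signaling, −1.99 and −1.81 for KEGG Toll-like receptor signaling, −1.78 and −1.85 for primary immunodeficiency, −1.95 and −2.10 for Reactome IFN signaling, −1.88 and −1.96 for Reactome B-cell receptor signaling, −2.21 and −2.16 for interferon gamma signaling, and −1.97 and −2.28 for interferon alpha beta signaling. Among the lists tested with fgsea, 5 of 17 had an adjusted p under 0.05 at week 18 vs. pre-treatment without the block and 10 with the animal as a block, and at week 18 vs. week 12 these were 5 and 6. The type I IFN-stimulated genes had an NES of −2.73 at week 18 (adjusted p = 1.25e-11 from fgsea's permutation of genes), and −1.62 (adjusted p = 0.0674 from fgsea's permutation of genes) without Z15303, with 3 of 5 animals lower. Of the 16 ways of swapping the time points within animals, the real one included, 16 passed for this list. As large an NES came from 8, so its adjusted p carries little weight. With 2 animals swapped, 39.3% of tests of the 15 lists without B-cell markers passed at week 18, against 20% of the real ones.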

The entire list of pathways analyzed along the corresponding NES and adjusted *p* values are shown as Supplementary Files (Supplementary Files S4–S6).

## 4. Discussion

We investigated whether macaques could provide a good animal model to investigate ISL-induced lymphopenia. To better model treatment in humans, the dose of ISL was adjusted by allometric scaling to capture C_max_ and C_trough_ ISL-TP values seen with a human monthly dose that reduces total lymphocytes by 10–20%. Treatment was continued for 3 months, which in humans is sufficient to cause lymphopenia. Macaques received ISL once a week instead of monthly to account for the shorter half-life of ISL-TP in macaque PBMCs relative to humans. Under these conditions, ISL-TP C_trough_ levels were above the threshold for lymphopenia in humans and within the range of the monthly 60 mg PrEP dose. With all these pharmacological adjustments, we were able to detect significant reductions in total lymphocytes and monocytes that, as in humans, were fully reversible after treatment cessation. These results underscore the value of the macaque model to study lymphopenia at the preclinical stage of drug development.

As in humans, we found that ISL treatment was associated with significant reductions in CD8 T-cells and B-cells. However, ISL had no effect on CD4 T-cells, with only a small but not significant reduction in absolute CD4 T-cells that was fully reverted after treatment discontinuation. In adults with HIV, treatment with ISL in combination with doravirine or ulonivirine has been associated with dose-dependent decreases in CD4 T-cells [3]. In adults without HIV, monthly doses of ISL are also associated with lymphopenia, although these studies did not specifically assess the effect of ISL on CD4 T-cells [7]. The lack of a significant reduction in CD4 T-cells by ISL in macaques might be explained by a low sample size, a treatment duration that was insufficient to elicit measurable changes, a shorter ISL-TP half-life in macaques compared to humans, or species-specific differences in the mechanisms underlying ISL-induced lymphopenia.

The analysis of gene expression patterns during ISL treatment suggests a broad effect of ISL on immune regulation, cell proliferation, and inflammation. We document underexpression of multiple genes critical for B-cell development, differentiation, signaling, and antibody production. 

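Beyond the genes that the paper names, 26 of the B-cell markers on a list fixed before the data were examined could be tested. Of these, 23 had a negative log2 fold change at week 12 and 23 at week 18. Their mean log2 CPM changed by −0.51 ± 0.19 at week 12 and by −0.48 ± 0.20 at week 18 (SD of the within-animal differences, n = 5), lower in 5 of 5 animals both times. The two-sided exact permutation tests gave p = 0.0635 and p = 0.0476, both with an adjusted p of 0.607 over the tests of gene lists. Their median log2 fold change of −0.48 at week 12 lay below those of all 10000 random lists of the same size matched on mean expression. The same held for monocyte markers and type I IFN-stimulated genes, whose animals moved in both directions, so this rank carries little weight. None of the 26 passed an adjusted p of 0.05 over all features. With adjustment over the list alone, 0 passed at week 12 and 0 at week 18 in edgeR's fit without the block. With the animal as a block, 11 passed at week 12 and 8 at week 18. The 10 plasma cell markers changed by −0.31 ± 0.26 at week 18 (SD of the within-animal differences, n = 5), lower in 5 of 5 animals, and by −0.22 ± 0.32 at week 12, lower in 4 of 5. From the gene expression patterns during treatment, the paper proposes a broad effect of ISL on immune regulation, cell proliferation and inflammation.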

MS4A1 encodes a B-lymphocyte surface molecule that plays a key role in the development and differentiation of B-cells into plasma cells [22]. CD19 plays multiple roles in the activation of B-cells, is critical to mount an optimal immune response, and plays a crucial role in B-cell receptor signaling, development, and differentiation [23]. Members of the Fc receptor-like (FCRL) family are preferentially expressed by B-cells and have a key role in adaptive B-cell signaling [24]. The BLK gene encodes a nonreceptor tyrosine-kinase that is involved in B-lymphocyte development, differentiation, and signaling [25]. *CD79A* and *CD79B* encode the Ig-alpha and Ig-beta proteins of the B-cell antigen receptor, and *CD22* is involved in B-cell activation and negative regulation of the B-cell receptor signaling pathway (more information available at the Human Gene Database, https://www.genecards.org/).

In addition to genes associated with B-cell function, we found underexpression of genes associated with inflammation and cell proliferation. *SP140* is a transcriptional repressor that is essential for macrophage and possibly T-cell function, and loss-of-function mutations are associated with immune disorders, such as multiple sclerosis and B-cell cancers [26]. *NFKBIZ* is a key gene in the regulation of a variety of inflammatory factors in the NF-KB pathway, and *ZBTB32* is required for the regulation of CD8 T-cell responses and is critical for NK cell proliferation, T-cell development, and survival of mature T-cells [27,28,29]. 

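*NFKBIZ* had 161 ± 43.8 CPM before treatment, 101 ± 33.0 at week 12 and 103 ± 23.7 at week 18 (SD, n = 5). Its log2 fold change was −0.67 (standard error 0.24, edgeR adjusted p = 1) at week 12 and −0.65 (standard error 0.24, edgeR adjusted p = 1) at week 18, lower in 5 of 5 animals both times. With the animal as a block these were −0.67 (standard error 0.12, edgeR adjusted p = 0.101) and −0.63 (standard error 0.12, edgeR adjusted p = 0.0599). *ZBTB32* had 20.9 ± 20.8 CPM before treatment, 12.6 ± 11.4 at week 12 and 9.50 ± 9.03 at week 18 (SD, n = 5). Its log2 fold change at week 18 was −1.13 (standard error 0.73, edgeR adjusted p = 1) without the block and −1.10 (standard error 0.26, edgeR adjusted p = 0.145) with it, lower in 4 of 5 animals, and its change by animal ran from −2.53 to 0.20.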

Altogether, our findings highlight alterations in key gene expression pathways associated with immune regulation, cell proliferation, and inflammation. However, underexpression of genes could also reflect changes in the relative abundance of cell types, particularly B-cells. Thus, additional cell-type deconvolution analysis is needed to determine transcriptional changes within the remaining B-cell population. These studies will provide a better understanding of gene expression differences within cell populations as well as potential correlations between transcriptomic changes and cell function.

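The mean log2 CPM of the 26 B-cell markers that the paper does not name was added as a covariate beside the animal block, as a stand-in for the share of B-cells. The median log2 fold change of the 12 B-cell genes then was −0.25 at week 12 and −0.34 at week 18, against −1.03 and −1.05 with the block alone. No feature passed an adjusted p of 0.05 with the covariate and the block, and 382 at week 12 and 536 at week 18 had an unadjusted p under 0.05. *NFKBIZ* and *PHTF2* had log2 fold changes of −0.50 and −0.68 at week 12 in that fit, and *IGKV1OR2-108* had −1.73. The B-cell markers fell at the same time as the B-cell genes, so the covariate and the time point share much of their variation. An alternative with the covariate but no block gave a median of 0.03 at week 12.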

Our study has some potential limitations. First, we did not have an untreated control group to definitively attribute lymphopenia to ISL treatment. However, we mitigated this limitation by incorporating repeated baseline measurements, which allowed us to characterize normal fluctuations in lymphocyte counts and more accurately assess treatment-related changes in individual animals. Notably, total lymphocyte counts returned to baseline levels following cessation of ISL treatment, supporting a treatment-related effect. Second, the study was limited to a sample size of five animals per group, with unequal numbers of weeks across the baseline, treatment, and post-treatment periods. This imbalance may introduce variability that could affect the robustness of the results. Although a linear mixed-effects model was applied to account for repeated measures, the differences in the number of observations across treatment periods may reduce the statistical power of the pairwise comparisons. For instance, the number of follow-up samples was limited to only 25, which might add uncertainty about the rate of cell recovery after ISL discontinuation. Therefore, while the model appropriately handles within-animal correlation, future studies should aim for more balanced numbers of observations to enhance the generalizability of the findings. Further validation in larger cohorts is thus warranted.

In summary, we demonstrate that high doses of oral ISL induce lymphopenia in macaques, reproducing clinical toxicity seen in humans. Our study underscores the utility of the macaque model to investigate immune alterations at the preclinical stage. These studies may be particularly useful for evaluating the safety of other NRTTIs currently in clinical development, such as MK8527. Demonstrating safety preclinically in the macaque model might also inform maximum dose selection over long dosing intervals exceeding one month prior to human trials.

## Figures and Tables

**Figure 1:**
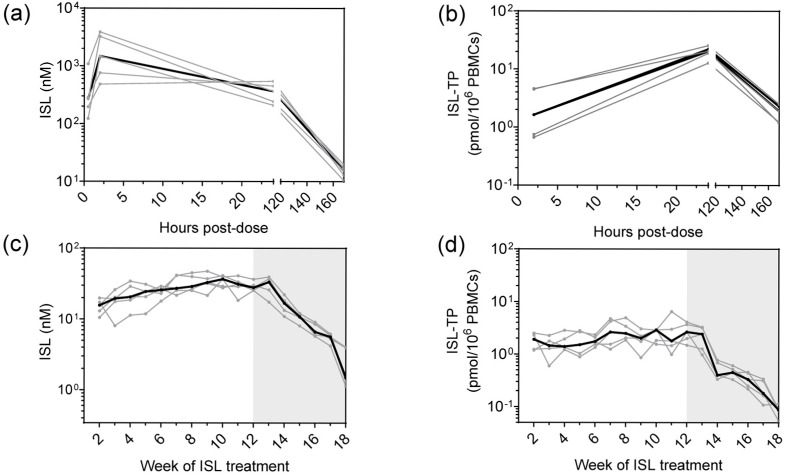
Pharmacokinetic profile of ISL in plasma and peripheral blood mononuclear cells (PBMCs) at first dose and after repeated weekly dosing. Macaques (*n* = 5) received 30 mg/kg of ISL orally once a week for 12 weeks. Each gray line represents log-transformed data for an individual animal; the dark line denotes log-transformed median values. (**a**) Plasma ISL concentrations after the first dose. (**b**) Intracellular ISL-TP concentrations in PBMCs after the first dose. (**c**) Plasma ISL C_trough_ values during weekly ISL treatment (weeks 1–12). (**d**) PBMC ISL-TP C_trough_ values during weekly ISL treatment (weeks 1–12). The shaded area in panels (**c**,**d**) represents the drug washout period (no treatment).

**Figure 2:**
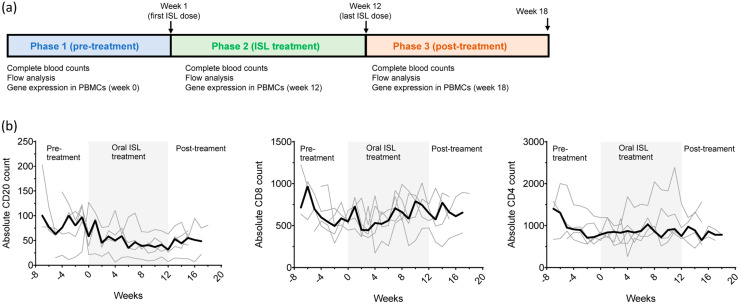
Study design and longitudinal flow cytometry analyses. (**a**) The study was divided in three phases: (i) pre-treatment which included weekly blood collection to define normal complete blood counts and lymphocytes subpopulations for each animal, (ii) ISL treatment which consisted of weekly treatment with 30 mg/kg of oral ISL for 12 weeks, and (iii) post-treatment which followed animals 4–6 weeks after the last ISL dose. PBMCs collected before the first ISL dose at week 1, after 12 weeks of treatment (week 12), and 4 weeks after treatment discontinuation (week 16) were used for gene expression analysis. (**b**) The longitudinal CD20, CD8, and CD4 absolute cell counts derived from flow cytometry analyses for each animal are shown as gray lines. The dark line denoted median values.

**Figure 3:**
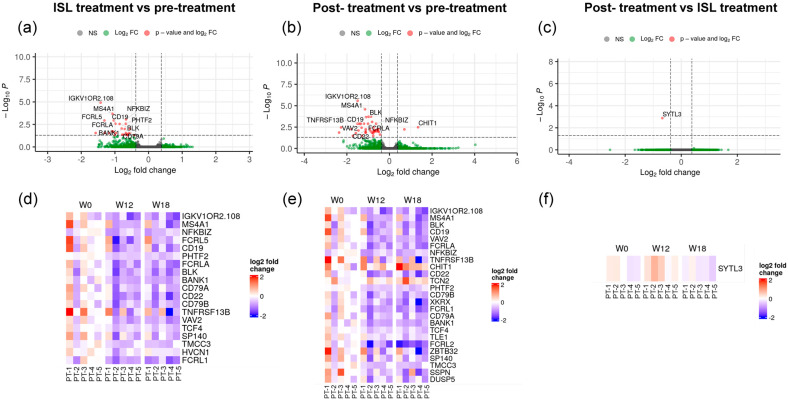
Gene expression analysis in PBMCs during islatravir (ISL) treatment. PBMCs were collected at week 0 (pre-treatment), week 12 (during ISL treatment), and week 18 (6 weeks post-treatment), and RNA-seq was performed. Differential expression analysis was conducted using DESeq2. Panels (**a**–**c**) show volcano plots for (**a**) week 12 vs. week 0, (**b**) week 18 vs. week 0, and (**c**) week 18 vs. week 12. The x-axis shows log2 fold change (log2FC), and the y-axis shows −log10 adjusted *p* value (Wald test). Dashed vertical lines indicate |log2FC| ≥ 1 and the horizontal dashed line indicates adjusted *p* < 0.05. Genes meeting both thresholds are shown in red; genes meeting only the fold-change threshold are shown in green; non-significant genes are shown in gray. Panels (**d**–**f**) show heatmaps of the top differentially expressed genes for the same comparisons. Expression values are displayed as log2 fold change relative to the median pre-treatment (week 0) expression for each gene. Data are shown for individual animals (PT1–PT5). Color scale represents log2 fold change (red, increased; blue, decreased).

**Figure 4:**
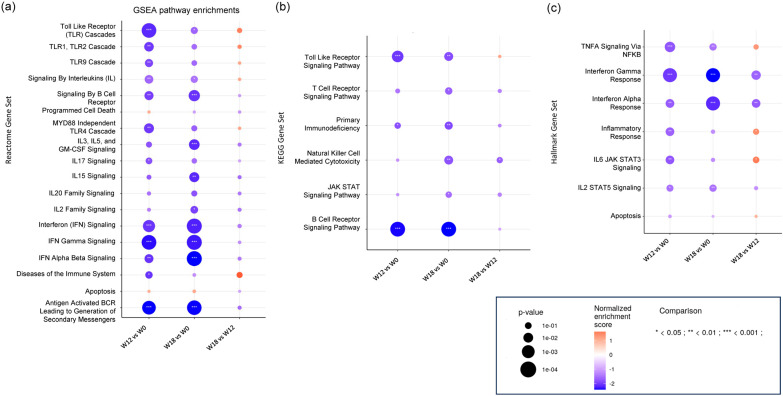
Changes in gene sets associated with ISL treatment. Panels represent the results obtained by GSEA using predefined gene sets from the (**a**) Reactome, (**b**) Kegg, and (**c**) Hallmark collection from MSigDB. Week 0 represents a pre-treatment sample, week 12 represents a treatment sample (last ISL dose), and week 18 represents a post-treatment sample collected 6 weeks after treatment cessation. Enrichment scores and *p* values (Kolmogorov–Smirnov test) are shown for each gene pathway with a figure legend for all panels at the bottom.

**Table 1:** Pairwise comparison of total lymphocytes, monocytes, and granulocytes by study periods (pre-treatment, ISL treatment, and post-treatment) after adjusting for week using a linear mixed-effects model.

Comparison	Estimate (95% CI)	% Change	*p* Value
Lymphocytes ISL treatment vs. pre-treatment Post-treatment vs. ISL treatment Post-treatment vs. pre-treatment	0.880 (0.815, 0.952) 1.149 (1.034, 1.278) 1.011 (0.910, 1.125)	−11.9 14.9 1.2	0.0015 0.0105 0.8244
Monocytes ISL treatment vs. pre-treatment Post-treatment vs. ISL treatment Post-treatment vs. pre-treatment	0.776 (0.677, 0.889) 1.381 (1.147, 1.664) 1.072 (0.890, 1.291)	−22.4 38 7.2	0.0003 0.0008 0.4620
Granulocytes ISL treatment vs. pre-treatment Post-treatment vs. ISL treatment Post-treatment vs. pre-treatment	0.997 (0.818, 1.215) 0.952 (0.727, 1.247) 0.949 (0.725, 1.243)	−0.3 −4.5 −5.1	0.9781 0.7193 0.7038

Outcomes were log-transformed to base 10 and back-transformed to original scale; *p* values represent pairwise comparison significance.

**Table 2:** Pairwise comparison of absolute CD4, CD8, and CD20 cell counts by study periods (pre-treatment, ISL treatment, and post-treatment) after adjusting for week using a linear mixed-effects model.

Comparison	Estimate (95% CI)	% Change	*p* Value
CD4+ cells ISL treatment vs. pre-treatment Post-treatment vs. ISL treatment Post-treatment vs. pre-treatment	0.926 (0.788, 1.088) 1.081(0.968, 1.210) 1.001 (0.837, 1.198)	−7.4 8.1 0.1	0.3470 0.1653 0.9891
CD8+ cells ISL treatment vs. pre-treatment Post-treatment vs. ISL treatment Post-treatment vs. pre-treatment	0.816 (0.675, 0.987) 1.153 (1.012, 1.314) 0.941 (0.762, 1.162)	−18.4 15.3 −5.9	0.0364 0.0329 0.5684
CD20+ cells ISL treatment vs. pre-treatment Post-treatment vs. ISL treatment Post-treatment vs. pre-treatment	0.647 (0.517, 0.809) 0.506 (0.394, 0.649) 0.783 (0.671, 0.913)	−35.3 −21.7 −50.6	0.0002 <0.0001 0.0021

Outcomes were log-transformed to base 10 and back-transformed to original scale; *p* values represent pairwise comparison significance.

**Table 3:** Differentially expressed genes observed during ISL treatment relative to pre-treatment.

Name/Code	Description	Base Mean Expression	Log2 Fold Change	Fold Change Standard Error	Adjusted *p* Value
IGKV1OR2-108	Immunoglobulin kappa variable 1/OR2-108	85	−1.43	0.23	0.000012
MS4A1	Membrane Spanning 4-Domains A1	398	−1.07	0.19	0.0002
NFKBIZ	NF-kappa-B inhibitor zeta	992	−0.67	0.13	0.00087
FCRL5	Fc receptor-like 5	64	−1.31	0.26	0.0011
CD19	Differentiation Antigen CD19	236	−1.03	0.2	0.0011
PHTF2	Putative homeodomain transcription factor 2	332	−0.68	0.14	0.0027
FCRLA	Fc receptor-like A	180	−0.99	0.2	0.0027
BLK	BLK Proto-Oncogene, Src Family Tyrosine Kinase	178	−0.86	0.18	0.0028
BANK1	B-cell scaffold protein with ankyrin repeats 1	196	−0.8	0.18	0.0091
MEF2C	Myocyte Enhancer Factor 2C	479	−0.55	0.12	0.0093
CD79A	B-Cell Antigen Receptor Complex-Associated Protein Alpha Chain	1198	−0.71	0.16	0.01
ENSMNEG00000021731	Ig-like domain-containing protein	82	−1.07	0.25	0.018
CD22	CD22 molecule	72	−1.06	0.25	0.021
ENSMNEG00000005794	Ig-like domain-containing protein	46	−1.31	0.31	0.029
ENSMNEG00000037499	Ig-like domain-containing protein	22	−1.57	0.38	0.029
ASPH	Aspartate Beta-Hydroxylase	329	−0.55	0.13	0.029
CD79B	B-Cell Antigen Receptor Complex-Associated Protein Beta Chain	784	−0.67	0.16	0.029
TNFRSF13B	Tumor necrosis factor receptor superfamily member 13B	70	−1.18	0.29	0.029
VAV2	Vav Guanine Nucleotide Exchange Factor 2	69	−0.97	0.24	0.029
TCF4	Transcription Factor 4 or Immunoglobulin Transcription Factor 2	251	−0.59	0.14	0.032
SP140	SP140 Nuclear Body Protein	76	−0.78	0.2	0.044
TMCC3	Transmembrane And Coiled-Coil Domain Family 3	99	−0.74	0.19	0.044
HVCN1	Hydrogen Voltage-Gated Channel 1	343	−0.65	0.17	0.044
ENSMNEG00000017115	Ig-like domain-containing protein	2342	−0.63	0.16	0.044

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pharmaceutics18030381/s1, Figure S1: Gating strategy used to analyze CD4, CD8, and CD20 cells. Figure S2: Plasma ISL (a) and intracellular ISL-TP (b) concentrations after the last dose. Table S1: Antibodies used for flow cytometry. Table S2: Gene cards for differentially expressed genes following ISL treatment. File S1: Differentially expressed genes (Week 12 vs pretreatment). File S2: Differentially expressed genes (Week 18 vs pretreatment). File S3: Differentially expressed genes (Week 18 vs week 12). File S4: HALLMARK_PBMC_GSEA. File S5: KEGG_PBMC_GSEA. File S6: REACTOME_PBMC_GSEA.

# Supplementary material for: Oral Islatravir in Macaques Decreases Lymphocytes and Monocytes and Is Associated with Immune Alterations
**Source:** Pharmaceutics. 2026 Mar 20;18(3):381. doi: 10.3390/pharmaceutics18030381
**Supplement:** Supplementary file 1

# Supplementary materials

## Oral Islatravir in Macaques Decreases Lymphocytes and Monocytes and Is Associated with Immune Alterations

**Michele B. Daly**<sup>1</sup>, **Daniel Kim**<sup>1</sup>, **Seidu Inusah**<sup>2</sup>, **Dawn Little**<sup>1</sup>, **Jiyoung S. Kim**<sup>1</sup>,  
**Natalia Makarova**<sup>1</sup>, **Tiancheng E. Edwards**<sup>1</sup>, **James Mitchell**<sup>1</sup>, **Walid Heneine**<sup>1</sup>, **Yi Pan**<sup>2</sup>,  
**Charles W. Dobard**<sup>1</sup> and **J. Gerardo García-Lerma**<sup>1,\*</sup>

Running title: Islatravir toxicity in macaques

## Supplementary Figures

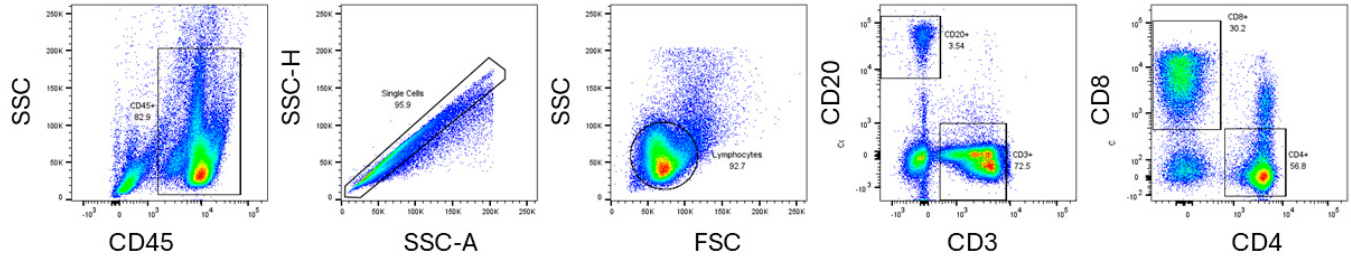

**Supplementary Figures S1.** Gating strategy used to analyze CD4, CD8, and CD20 cells.

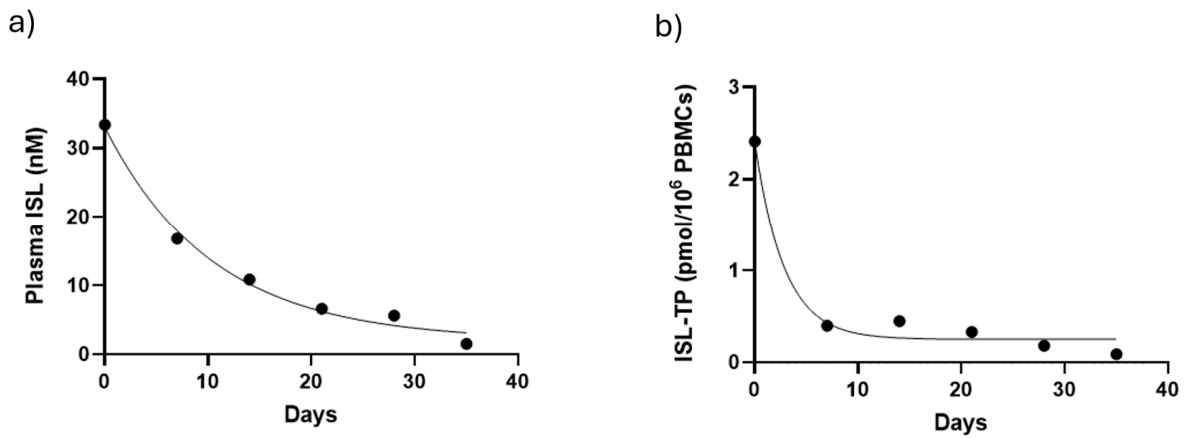

**Supplementary Figures S2.** Plasma ISL (a) and intracellular ISL-TP (b) concentrations after the last dose. ISL and ISL-TP showed linear and biphasic elimination patterns respectively.

## Supplementary Tables

**Supplementary Table S1.** Antibodies used for flow cytometry

| Marker | Clone     | Fluorochrome         | Company        | Catalog # | Cell Type    |
|--------|-----------|----------------------|----------------|-----------|--------------|
| CD3    | SP34-2    | Alexa Fluor 700      | BD Biosciences | 557917    | T Cells      |
| CD4    | L200      | PerCP-Cy 5.5         | BD Biosciences | 552838    | CD4+ T Cells |
| CD8    | RPA-T8    | Brilliant Violet 421 | BioLegend      | 301036    | CD8+ T Cells |
| CD20   | 2H7       | Brilliant Violet 650 | BioLegend      | 302336    | B Cells      |
| CD45   | D058-1283 | FITC                 | BD Biosciences | 557803    | Leukocytes   |

**Supplementary Table S2.** Gene cards for differentially expressed genes following ISL treatment

| GENE     | GENE DATABASE                                                                                           | FUNCTION                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|----------|---------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| IGKV1OR2 | <a href="#">IGKV1OR-2 Gene - GeneCards</a>   <a href="#">IGKV1OR-2 Pseudogene</a>                       | IGKV1OR-2 (Immunoglobulin Kappa Variable 1/OR-2 (Pseudogene)) is a Pseudogene.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| MS4A1    | <a href="#">MS4A1 Gene - GeneCards</a>   <a href="#">CD20 Protein</a>   <a href="#">CD20 Antibody</a>   | This gene encodes a member of the membrane-spanning 4A gene family. Members of this nascent protein family are characterized by common structural features and similar intron/exon splice boundaries and display unique expression patterns among hematopoietic cells and nonlymphoid tissues. This gene encodes a B-lymphocyte surface molecule which plays a role in the development and differentiation of B-cells into plasma cells. This family member is localized to 11q12, among a cluster of family members.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| NFKBIZ   | <a href="#">NFKBIZ Gene - GeneCards</a>   <a href="#">IKBZ Protein</a>   <a href="#">IKBZ Antibody</a>  | This gene is a member of the ankyrin-repeat family and is induced by lipopolysaccharide (LPS). The C-terminal portion of the encoded product which contains the ankyrin repeats, shares high sequence similarity with the I kappa B family of proteins. The latter are known to play a role in inflammatory responses to LPS by their interaction with NF-B proteins through ankyrin-repeat domains. Studies in mouse indicate that this gene product is one of the nuclear I kappa B proteins and an activator of IL-6 production.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| FCRL5    | <a href="#">FCRL5 Gene - GeneCards</a>   <a href="#">FCRL5 Protein</a>   <a href="#">FCRL5 Antibody</a> | This gene encodes a member of the immunoglobulin receptor superfamily and the Fc-receptor like family. This gene and several other Fc receptor-like gene members are clustered on the long arm of chromosome 1. The encoded protein is a single-pass type I membrane protein and contains 8 immunoglobulin-like C2-type domains. This gene is implicated in B cell development and lymphomagenesis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| CD19     | <a href="#">CD19 Gene - GeneCards</a>   <a href="#">CD19 Protein</a>   <a href="#">CD19 Antibody</a>    | This gene encodes a member of the immunoglobulin gene superfamily. Expression of this cell surface protein is restricted to B cell lymphocytes. This protein is a reliable marker for pre-B cells but its expression diminishes during terminal B cell differentiation in antibody secreting plasma cells. The protein has two N-terminal extracellular Ig-like domains separated by a non-Ig-like domain, a hydrophobic transmembrane domain, and a large C-terminal cytoplasmic domain. This protein forms a complex with several membrane proteins including complement receptor type 2 (CD21) and tetraspanin (CD81) and this complex reduces the threshold for antigen-initiated B cell activation. Activation of this B-cell antigen receptor complex activates the phosphatidylinositol 3-kinase signalling pathway and the subsequent release of intracellular stores of calcium ions. This protein is a target of chimeric antigen receptor (CAR) T-cells used in the treatment of lymphoblastic leukemia. Mutations in this gene are associated with the disease common variable immunodeficiency 3 (CVID3) which results in a failure of B-cell |

|           |                                                                                                             |                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------|-------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|           |                                                                                                             | differentiation and impaired secretion of immunoglobulins. CVID3 is characterized by hypogammaglobulinemia, an inability to mount an antibody response to antigen, and recurrent bacterial infections.                                                                                                                                                                                               |
| PHTF2     | <a href="#">PHTF2 Gene - GeneCards</a>   <a href="#">PHTF2 Protein</a>   <a href="#">PHTF2 Antibody</a>     | Located in endoplasmic reticulum                                                                                                                                                                                                                                                                                                                                                                     |
| FCRLA     | <a href="#">FCRLA Gene - GeneCards</a>   <a href="#">FCRLA Protein</a>   <a href="#">FCRLA Antibody</a>     | This gene encodes a protein similar to receptors for the Fc fragment of gamma immunoglobulin (IgG). These receptors, referred to as FCGRs, mediate the destruction of IgG-coated antigens and of cells induced by antibodies. This encoded protein is selectively expressed in B cells, and may be involved in their development. This protein may also be involved in the development of lymphomas. |
| BLK       | <a href="#">BLK Gene - GeneCards</a>   <a href="#">BLK Protein</a>   <a href="#">BLK Antibody</a>           | This gene encodes a nonreceptor tyrosine-kinase of the src family of proto-oncogenes that are typically involved in cell proliferation and differentiation. The protein has a role in B-cell receptor signaling and B-cell development.                                                                                                                                                              |
| BANK1     | <a href="#">BANK1 Gene - GeneCards</a>   <a href="#">BANK1 Protein</a>   <a href="#">BANK1 Antibody</a>     | The protein encoded by this gene is a B-cell-specific scaffold protein that functions in B-cell receptor-induced calcium mobilization from intracellular stores. This protein can also promote Lyn-mediated tyrosine phosphorylation of inositol 1,4,5-trisphosphate receptors. Polymorphisms in this gene are associated with susceptibility to systemic lupus erythematosus.                       |
| CD79A     | <a href="#">CD79A Gene - GeneCards</a>   <a href="#">CD79A Protein</a>   <a href="#">CD79A Antibody</a>     | The B lymphocyte antigen receptor is a multimeric complex that includes the antigen-specific component, surface immunoglobulin (Ig). Surface Ig non-covalently associates with two other proteins, Ig-alpha and Ig-beta, which are necessary for expression and function of the B-cell antigen receptor. This gene encodes the Ig-alpha protein of the B-cell antigen component.                     |
| CD22      | <a href="#">CD22 Gene - GeneCards</a>   <a href="#">CD22 Protein</a>   <a href="#">CD22 Antibody</a>        | Predicted to enable CD4 receptor binding activity; protein phosphatase binding activity; and sialic acid binding activity. Involved in B cell activation; negative regulation of B cell receptor signaling pathway; and regulation of endocytosis. Located in early endosome and recycling endosome.                                                                                                 |
| CD79B     | <a href="#">CD79B Gene - GeneCards</a>   <a href="#">CD79B Protein</a>   <a href="#">CD79B Antibody</a>     | The B lymphocyte antigen receptor is a multimeric complex that includes the antigen-specific component, surface immunoglobulin (Ig). Surface Ig non-covalently associates with two other proteins, Ig-alpha and Ig-beta, which are necessary for expression and function of the B-cell antigen receptor. This gene encodes the Ig-beta protein of the B-cell antigen component.                      |
| TNFRSF13B | <a href="#">TNFRSF13B Gene - GeneCards</a>   <a href="#">TR13B Protein</a>   <a href="#">TR13B Antibody</a> | The protein encoded by this gene is a lymphocyte-specific member of the tumor necrosis factor (TNF) receptor superfamily. It interacts with calcium-modulator and cyclophilin ligand (CAML). The protein induces activation of the transcription factors NFAT, AP1, and NF-kappa-B and plays a crucial role in humoral immunity by interacting with a TNF ligand.                                    |
| VAV2      | <a href="#">VAV2 Gene - GeneCards</a>   <a href="#">VAV2</a>                                                | VAV2 is the second member of the VAV guanine nucleotide exchange factor family of oncogenes. Unlike VAV1, which is expressed exclusively in hematopoietic cells, VAV2 transcripts                                                                                                                                                                                                                    |

|       |                                                                                                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------|---------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|       | <a href="#">Protein</a>   <a href="#">VAV2 Antibody</a>                                                 | were found in most tissues. Alternatively spliced transcript variants encoding different isoforms have been found for this gene                                                                                                                                                                                                                                                                                                                                                                                                           |
| TCF4  | <a href="#">TCF4 Gene - GeneCards</a>   <a href="#">ITF2 Protein</a>   <a href="#">ITF2 Antibody</a>    | This gene encodes transcription factor 4, a basic helix-loop-helix transcription factor. The encoded protein recognizes an Ephrussi-box ('E-box') binding site ('CANNTG') - a motif first identified in immunoglobulin enhancers. This gene is broadly expressed, and may play an important role in nervous system development.                                                                                                                                                                                                           |
| SP140 | <a href="#">SP140 Gene - GeneCards</a>   <a href="#">SP140 Protein</a>   <a href="#">SP140 Antibody</a> | This gene encodes a member of the SP100 family of proteins, which share common domains including an N-terminal homogeneously staining region domain followed by a SP100/autoimmune regulator/NucP41/P75/deformed epidermal autoregulatory factor domain, a plant homeobox zinc finger, and a bromodomain. The encoded protein is interferon-inducible and is expressed at high levels in the nuclei of leukocytes. Variants of this gene have been associated with multiple sclerosis, Crohn's disease, and chronic lymphocytic leukemia. |
| TMCC3 | <a href="#">TMCC3 Gene - GeneCards</a>   <a href="#">TMCC3 Protein</a>   <a href="#">TMCC3 Antibody</a> | Enables 14-3-3 protein binding activity and identical protein binding activity. Located in endoplasmic reticulum.                                                                                                                                                                                                                                                                                                                                                                                                                         |
| HVCN1 | <a href="#">HVCN1 Gene - GeneCards</a>   <a href="#">HVCN1 Protein</a>   <a href="#">HVCN1 Antibody</a> | This gene encodes a voltage-gated protein channel protein expressed more highly in certain cells of the immune system. Phagocytic cells produce superoxide anions which require this channel protein, and in B cells this same process facilitates antibody production. This same channel protein, however, can also regulate functions in other cells including spermatozoa.                                                                                                                                                             |
| FCRL1 | <a href="#">FCRL1 Gene - GeneCards</a>   <a href="#">FCRL1 Protein</a>   <a href="#">FCRL1 Antibody</a> | This gene encodes a member of the immunoglobulin receptor superfamily and is one of several Fc receptor-like glycoproteins clustered on the long arm of chromosome 1. The encoded protein contains three extracellular C2-like immunoglobulin domains, a transmembrane domain and a cytoplasmic domain with two immunoreceptor-tyrosine activation motifs. This protein may play a role in the regulation of cancer cell growth.                                                                                                          |
| CHIT1 | <a href="#">CHIT1 Gene - GeneCards</a>   <a href="#">CHIT1 Protein</a>   <a href="#">CHIT1 Antibody</a> | Chitotriosidase is secreted by activated human macrophages and is markedly elevated in plasma of Gaucher disease patients. The expression of chitotriosidase occurs only at a late stage of differentiation of monocytes to activated macrophages in culture. Human macrophages can synthesize a functional chitotriosidase, a highly conserved enzyme with a strongly regulated expression. This enzyme may play a role in the degradation of chitin-containing pathogens.                                                               |
| TCN2  | <a href="#">TCN2 Gene - GeneCards</a>   <a href="#">TCO2 Protein</a>   <a href="#">TCO2 Antibody</a>    | This gene encodes a member of the vitamin B12-binding protein family. This family of proteins, alternatively referred to as R binders, is expressed in various tissues and secretions. This plasma protein binds cobalamin and mediates the transport of cobalamin into cells. This protein and other mammalian cobalamin-binding proteins, such as transcobalamin I and gastric intrinsic factor, may have evolved by duplication of a common ancestral gene.                                                                            |

|        |                                                                                                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|--------|----------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| XKRX   | <a href="#">XKRX Gene - GeneCards</a>   <a href="#">XKR2 Protein</a>   <a href="#">XKR2 Antibody</a>     | This gene encodes a protein that is related to a component of the XK/Kell complex of the Kell blood group system. The encoded protein includes several transmembrane domains, is known to be exposed to the cell surface, and may function as a membrane transporter.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| TLE1   | <a href="#">TLE1 Gene - GeneCards</a>   <a href="#">TLE1 Protein</a>   <a href="#">TLE1 Antibody</a>     | Enables identical protein binding activity and transcription corepressor activity. Involved in negative regulation of I-kappaB kinase/NF-kappaB signaling; negative regulation of anoikis; and regulation of gene expression. Located in cytosol and nucleoplasm. Part of beta-catenin-TCF complex.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| FCRL2  | <a href="#">FCRL2 Gene - GeneCards</a>   <a href="#">FCRL2 Protein</a>   <a href="#">FCRL2 Antibody</a>  | This gene encodes a member of the immunoglobulin receptor superfamily and is one of several Fc receptor-like glycoproteins clustered on the long arm of chromosome 1. The encoded protein has four extracellular C2-type immunoglobulin domains, a transmembrane domain and a cytoplasmic domain that contains one immunoreceptor-tyrosine activation motif and two immunoreceptor-tyrosine inhibitory motifs. This protein may be a prognostic marker for chronic lymphocytic leukemia.                                                                                                                                                                                                                                                                                                                                                                                     |
| ZBTB32 | <a href="#">ZBTB32 Gene - GeneCards</a>   <a href="#">ZBT32 Protein</a>   <a href="#">ZBT32 Antibody</a> | Enables DNA-binding transcription repressor activity, RNA polymerase II-specific; identical protein binding activity; and sequence-specific double-stranded DNA binding activity. Involved in negative regulation of transcription by RNA polymerase II. Located in nucleus.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| SSPN   | <a href="#">SSPN Gene - GeneCards</a>   <a href="#">SSPN Protein</a>   <a href="#">SSPN Antibody</a>     | This gene encodes a member of the dystrophin-glycoprotein complex (DGC). The DGC spans the sarcolemma and is comprised of dystrophin, syntrophin, alpha- and beta-dystroglycans and sarcoglycans. The DGC provides a structural link between the subsarcolemmal cytoskeleton and the extracellular matrix of muscle cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| DUSP5  | <a href="#">DUSP5 Gene - GeneCards</a>   <a href="#">DUS5 Protein</a>   <a href="#">DUS5 Antibody</a>    | The protein encoded by this gene is a member of the dual specificity protein phosphatase subfamily. These phosphatases inactivate their target kinases by dephosphorylating both the phosphoserine/threonine and phosphotyrosine residues. They negatively regulate members of the mitogen-activated protein (MAP) kinase superfamily (MAPK/ERK, SAPK/JNK, p38), which are associated with cellular proliferation and differentiation. Different members of the family of dual specificity phosphatases show distinct substrate specificities for various MAP kinases, different tissue distribution and subcellular localization, and different modes of inducibility of their expression by extracellular stimuli. This gene product inactivates ERK1, is expressed in a variety of tissues with the highest levels in pancreas and brain, and is localized in the nucleus |
| SUTL3  | <a href="#">SYTL3 Gene - GeneCards</a>   <a href="#">SYTL3 Protein</a>   <a href="#">SYTL3 Antibody</a>  | The protein encoded by this gene belongs to a family of peripheral membrane proteins that play a role in vesicular trafficking. This protein binds phospholipids in the presence of calcium ions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

How the deposited data were processed for this re-analysis (not part of the article)

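The data are RNA-seq libraries from the PBMCs of 5 pig-tailed macaques, each sampled before the first oral ISL dose, at week 12 and at week 18, 15 libraries in all. The authors made the libraries from total RNA by SMART-Seq amplification and Nextera XT, aligned the reads with STAR to the *M. nemestrina* genome, and deposited the read counts on each gene without normalization or filtering. The values are whole numbers and were checked to be raw counts. Animals and time points were taken from the library names. The table pairs no animal with the labels PT-1 to PT-5 of the paper's figures, so animals carry their own identifiers. The dates in the library names place the later samples of an animal 56 or 57 and 84 days after its earliest, while the paper's methods give them as week 12 and week 18 and its Figure 2 legend gives the last as week 16. The names in the methods are used.

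Per library, 5610597 to 10379572 counts fell on genes (median 8871860), on 15717 to 16556 genes. At this depth genes of a few counts, such as *FCRL2* with 2 to 36 counts per library, were measured with a wide error. Normalization, testing and enrichment used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. The main test was edgeR's quasi-likelihood F test with TMM normalization and filterByExpr (minimum count 10) on all 15 libraries, with the time point as the only term. A gene passed at an adjusted p of 0.05 by the Benjamini-Hochberg method. Standard errors were computed as the absolute log2 fold change divided by the square root of F. CPM on the log2 scale used a prior count of 2. The comparisons were: week 12 vs. pre-treatment, week 18 vs. pre-treatment and week 18 vs. week 12. The same test with the animal as a block is given beside it, since libraries of the same animal had a mean correlation of 0.551 against −0.137 between animals. On simulated data with 200 changed genes, edgeR called 60% of them without the block and 86% with it, with 0 and 13 unchanged genes called. In the simulated comparison without changed genes, edgeR gave an unadjusted p under 0.05 to 1.01% of genes without the block. With the block it was 4.9%, so the main test was conservative on these data. DESeq2 called 68.5% without the block and 88% with the block and filterByExpr, with 2 and 24 unchanged genes called.

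Gene lists of cell markers and responses were scored by the mean log2 CPM of their genes, and each score was tested by an exact two-sided permutation test between time points and by an exact two-sided sign-flip test within animals, adjusted over 51 tests. With 5 animals the smallest p of the sign-flip test is 0.0625. That of the permutation test is 0.0079, so a list alone could not pass it after adjustment over 51 tests. fgsea was run on the 10773 tested genes with a symbol. Genes are named in the text where the paper names them, by a rule set before the data were examined, and genes named beyond it were chosen after their values were seen. Results for an item withheld for evaluation are not reported here. The alternatives tried were DESeq2's test and size factors, limma-voom, the animal as a block, library size without TMM, other filters and thresholds, the B-cell marker score as a covariate, other gene rankings, and leaving out each animal in turn. Their effect on the counts of genes and on the lists is given in the closing section.

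The MSigDB collections were not available, so the paper's gene set tests were not run again. The leading-edge genes in the paper's supplementary files were described instead. For 7 of the 16 pathways their list breaks off in the copy read, and the Reactome results for week 18 are incomplete in it. The gene table at hand named 232 of the 10773 tested symbols (2.15%), so gene length was not checked, GC content was not available, and Ensembl identifiers were not paired with names. The drug levels, blood counts and flow cytometry of the paper were not analysed here.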

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

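The tests of a single animal for the interferon and ribosomal lists, of matched expression for the ribosomal list and of red blood cell RNA were chosen only after the results were seen. The other tests in this part were written down before their values were read. Of 128 groups of 5 values examined for a value far from the others, 14 had one, where chance gives about 6. Of the 14, 9 were values of the animal Z15303.

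The first principal component (24% of the variance) set the week 12 library of Z15303 at −60.6, far from the 4 other week 12 libraries at 2.4 to 24.2. Its week 18 library lay at −57.7, and its pre-treatment library, at −25.4, was already the lowest of the pre-treatment libraries. The animal thus stood on that side before treatment. The gap between these 2 libraries and the nearest other, its own pre-treatment library, was 32.4. With every library reduced to 5610597 counts it was 31.2, and without the 10 genes with the most counts it was 32.3, so neither depth nor a few abundant genes accounts for it. No biological explanation was tested.

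Z15303 also lay far from the other animals in the change of interferon genes. The type I IFN-stimulated genes changed by −1.131 in it from pre-treatment to week 18, against −0.27 to 0.04 in the others. The median change of the paper's leading-edge genes at week 12 was −0.60 for Reactome interferon signaling, −0.55 for interferon gamma signaling, −1.33 for interferon alpha beta signaling and −0.88 for the Hallmark interferon alpha response. At week 18 it was −0.58 for Reactome interferon gamma signaling and −0.72 for the Hallmark interferon alpha response. These lists share genes, so the values are not independent. Among 34 groups of leading-edge values 6 stood apart, against 2 by chance. The change in Toll-like receptor signaling genes at week 12 was also farthest in Z15303, at −0.4151, against −0.17 to −0.09 in the others. The fall of the interferon genes by enrichment at week 12 may rest on this animal alone, since the NES was 1.334 without it. One candidate explanation is that its pre-treatment library was high in interferon genes. Its score stood apart from the 4 other pre-treatment libraries with a Dixon ratio of 0.48, below the critical value, and the ratio was 0.444 at equal depth and 0.456 with library size only. As the ratio was below the critical value from the start, these checks cannot separate depth or scaling from a difference of the animal.

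Enrichment also changed in lists outside the genes the paper discusses. At week 12 the NES was 2.609 for ribosomal protein genes, 1.798 for T-cell markers, −1.900 for monocyte markers and 1.697 for platelet markers. At week 18 it was 2.428 for ribosomal protein genes and 1.827 for T-cell markers. Between week 12 and week 18 it was 2.483 for monocyte markers, −2.179 for proliferation genes and −1.742 for CD8 T-cell and NK cytotoxic markers. None of the scores of these lists passed the exact permutation test adjusted over 51 tests. The smallest p of that test is 0.0079, so a list alone could not pass after the adjustment, and the failure carries no weight. The animals moved in both directions in each list. The T-cell score at week 12 was higher in 4 of 5 animals (mean change 0.10), and 2 of 16 splits that swapped the time points within animals gave as large an NES.

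A candidate explanation for these enrichment results is that genes of a list vary together between animals, which fgsea's permutation of genes ignores. With the time points swapped in 2 of the 5 animals, 34.7% of the list tests at week 12 still had an adjusted p under 0.05. For the ribosomal protein genes, Z15303 may account for the result at week 12, since the NES was −0.469 without it. The same may hold at week 18, where the NES of these genes was 0.576 without Z15303. When each of the other animals was left out, it lay between 1.807 and 2.848. A shift shared by genes of the same expression was not the explanation, since their median log2 fold change lay at percentile 100 of the lists matched on expression. The ribosomal score rose in all 3 animals sampled on the same dates (mean 0.51) and fell in both others (mean −0.34) at week 12, a difference that was not tested. Between week 12 and week 18 the monocyte score changed by −0.02 in the 3 animals sampled on the same dates and by 0.86 in the others. For the T-cell markers the NES stayed positive, between 1.323 and 2.044 at week 12 and between 1.271 and 1.946 at week 18, over the fits that each left out an animal, with an adjusted p under 0.05 in 3 of 5 fits at each, and the mean change was positive in both date groups. Neither an animal nor the date is shown to account for that list, and genes varying together remains. Over the same fits the NES of the platelet markers at week 12 ran from −1.032, without Z13076, to 1.986, with an adjusted p under 0.05 in 2 of 5, so its direction depends on an animal. The monocyte markers kept their direction at week 12 (−2.189 to −1.208, under 0.05 in 4 of 5) and between week 12 and week 18 (1.763 to 2.625, 5 of 5), as did the proliferation genes (−2.314 to −1.306, 4 of 5) and the CD8 T-cell and NK cytotoxic markers (−2.082 to −1.422, 3 of 5) between week 12 and week 18. The paper reports that monocyte counts fell during treatment and rose after it, the same directions as the enrichment of monocyte markers. The monocyte score, however, was lower at week 12 in 3 of 5 animals. From week 12 to week 18 it was higher in 3 of 5. Whether the cell counts account for the enrichment was not tested. No biological explanation was tested for any of these lists.

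*ENSMNEG00000042383* held 4.92% of the counts in the pre-treatment library of Z15228 and 3.61% in the week 18 library of Z13076. The other pre-treatment libraries gave 1.82% to 2.50% to their most abundant gene. The explanation examined was red blood cell RNA in the PBMC preparation. Both libraries with the highest share of this gene, 2 of 2, also had the highest scores of 5 erythroid markers, so that explanation remains. The gene is not named by the table at hand.

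The remaining values that stood apart were the proliferation score of Z15339 before treatment, 3.903, the plasma cell score of Z15339 at week 18, 5.803, and the change in immediate early and NF-kappa-B response genes of Z13076 at week 12, −0.8778. Among 94 groups other than the leading-edge values, 8 stood apart and chance gives about 5, so these 3 were not followed further and no explanation was tested.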

How the results depend on the processing

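The alternatives chosen after seeing the data were the animal block with the covariate, filterByExpr in DESeq2, the alpha of 0.05, edgeR with the legacy setting off, and leaving out animals from the fits with a block, from enrichment and from the leading-edge medians. The other alternatives were set before the data were examined.

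The number of genes past the threshold depended on the test and the block. At week 12 it was 0 in edgeR without a block (207 at an unadjusted p under 0.05), 1 in DESeq2's Wald test, 1 in edgeR with the animal block, 1 with the legacy setting off, 21 in DESeq2 with the animal block, 26 with filterByExpr as well, and 27 with an alpha of 0.05. At week 18 it was 0 (218 at an unadjusted p under 0.05), and 1 in edgeR with the block, 16 with the legacy setting off, 50 in DESeq2 with the block, 43 with filterByExpr and 43 with the alpha of 0.05. Between week 12 and week 18 it was 0 (65 at an unadjusted p under 0.05), 8 in DESeq2 with the block, 1 with filterByExpr and 1 with the alpha of 0.05. The other edgeR alternatives without a block, limma-voom and the 5 fits without a block that each left out an animal gave 0 in each comparison. At an adjusted p of 0.1 edgeR without a block gave 0 in each and with the block 3, 33 and 0. Adding an absolute log2 fold change of at least 1 could only leave 0 in edgeR without the block, where no gene had passed. With this cut edgeR with the block kept 1, 1 and 0 genes, and DESeq2 with the block kept 10, 28 and 7. The cause of the differences between the tests was not tested. On simulated data DESeq2 with the block and filterByExpr called 24 unchanged genes and edgeR with the block 13. DESeq2 with the block alone was not run on them.

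With the block, leaving out each animal gave 0 to 6 genes at week 12 and 0 to 17 at week 18 in edgeR, and 8 to 41, 9 to 61 and 0 to 1 in DESeq2 with filterByExpr for the 3 comparisons. With the B-cell marker score as a covariate beside the block, edgeR gave 0 at week 12 (382 at an unadjusted p under 0.05) and 0 at week 18 (536). The cause was not tested.

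Without Z15303 the change of the type I IFN-stimulated genes at week 12 turned from −0.18 to 0.094 (−0.301 to 0.094 over the 5 animals left out), its NES from −2.138 to 1.334 (−2.694 to 1.334), and the NES of the ribosomal protein genes from 2.609 to −0.469 (−0.469 to 2.986). The median log2 fold change of the 12 B-cell genes at week 12 was −1.045, and 0.034 with the B-cell marker score as a covariate and no block. The covariate fell with these genes, so it takes up part of any change over time.

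With that covariate and no block, 17 of the paper's 27 genes at week 12 and 28 of its 43 at week 18 kept their direction, and the 12 B-cell genes ran up to 0.719 at week 12. Of 946 values of the 53 named gene results under 18 alternatives, which leave out those with the covariate and the fits with the block that left out an animal, none reversed, 780 stayed on the same side of the threshold and 166 passed it under an alternative. Of these, 48 passed in DESeq2 with the block, 52 with filterByExpr, 52 with the alpha of 0.05, 11 with the legacy setting off, 2 in edgeR with the block and 1 in DESeq2 without it. Of 80 alternatives for the scores of single lists, 79 kept direction and side and 1 reversed, and of 80 for their enrichment 74 kept both, 2 were weaker, 2 stronger and 2 reversed. The number of lists past the threshold in fgsea was 10, 5 and 5 of 17 in the 3 comparisons, the same ranked by DESeq2's Wald statistic, 12, 13 and 4 ranked by log2 fold change, and 13, 10 and 6 ranked from edgeR with the block. The median of the 325 leading-edge genes stayed between −0.259 and −0.165 at week 12 and between −0.232 and −0.129 at week 18 over the fits that each left out an animal. These genes were chosen in the same data, so this shows no stability. The depth of 5610597 to 10379572 counts limits *FCRL2*, with 2 to 6 counts per library at week 18.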

Differences from the paper's values

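At week 12 the paper gives 27 differentially expressed genes, and edgeR without a block gave 0 (207 at an unadjusted p under 0.05). That test leaves out the animal and was conservative on simulated data. The paper does not state an animal term. Its standard error for *MS4A1* was 0.19, against 0.192 in DESeq2 with the block and filterByExpr and 0.582 in edgeR without a block. For *NFKBIZ* these were 0.13, 0.131 and 0.239. The paper's values were thus nearer those with the block for these 2 genes. Of the alternatives set before the data were examined, DESeq2 with the animal as a block gave 21, within 1.5 times the paper's number, and the others, including edgeR with the block at 1, did not come that close. DESeq2 with the animal block and filterByExpr gave 26, and with an alpha of 0.05 as well 27, both chosen after seeing the values. With the latter, 25 of the 27 genes were on the paper's list.

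At week 18 the paper gives 43 genes, and edgeR without a block gave 0 (218 at an unadjusted p under 0.05). DESeq2 with the animal block, set before the data were examined, gave 50, which included all 43 of the paper's, and the other alternatives set before did not come within 1.5 times. With filterByExpr, and with the alpha of 0.05 as well, it gave the paper's 43 genes, settings chosen after seeing the values. For week 18 vs. week 12 the paper gives 1 gene, and edgeR without a block gave 0 (65 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed this gap, and DESeq2 with the animal block gave 8, *SYTL3* among them. With filterByExpr, and with the alpha of 0.05 as well, it gave *SYTL3* alone, settings chosen after seeing the values.

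The paper gives a mean of 23 M reads per sample, and the table holds a mean of 8.45 M counts on genes per sample. Reads sequenced and reads counted on genes are different quantities, and no alternative bears on it. The log2 fold changes of genes with a symbol, 53 values, were compared by sign and by the larger of the standard error here and the paper's, and none differed by this in edgeR without a block. Against the paper's standard error alone, 27 of its 27 genes at week 12 and 37 of its 43 at week 18 lay within it, those with an Ensembl identifier included, and with the block all 43 did. With 1 animal left out, Z13076, the log2 fold change of *MEF2C* at week 18 was −0.656 against the paper's −0.53.

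The paper's methods name the later samples by week 12 and week 18, its Figure 2 legend gives the last as week 16, 4 weeks after the last dose, and the dates in the library names give 56 or 57 days and 84 days after the first sample, with 27 or 28 days between the last 2. The paper describes interferon pathways as lower after treatment. In 4 of 5 animals the median change of the Reactome interferon alpha beta leading-edge genes at week 12 lay between −0.12 and 0.15, and it was −1.33 in Z15303. At week 12 the median was below 0 in 5 of 5 animals for Reactome interferon and interferon gamma signaling and the Hallmark IFN gamma response. Z15303 lay lowest in these as well. For the Hallmark IFN alpha response it was below 0 in 4 of 5 animals at week 12 and in 5 of 5 at week 18.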

Other observations

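The tests of the B-cell share and of the sampling dates on the B-cell score were chosen only after the results were seen. The tests of other splits, of scaling, of single animals and of the covariate on the B-cell genes, and of the correlation between animals were written down before their values were read.

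Swapping the 2 time points within animals makes 16 splits, so the share of splits as large as the real one is never under 0.0625. At week 12, 16 of 16 splits gave as many genes as the real one in edgeR without the block, 2 with the block and 4 in DESeq2 with the block and filterByExpr. At week 18 these numbers were 16, 1 and 2, and for week 18 vs. week 12 they were 16, 16 and 4. Where the number is 16 the real count was 0, so every split gives as many and the comparison shows nothing. At week 18 in edgeR with the block no other split gave as many, the smallest share this design allows, and it is not under 0.05. In DESeq2 with the block the other splits reached 677 genes at week 12 and 264 at week 18, both when Z15303, Z15339 and Z15408 were swapped.

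These 3 animals carry the same dates in the names of their libraries. The correlation across genes of their changes was 0.156 at week 12 and 0.178 at week 18, against −0.063 and −0.0118 for the other pairs of animals. Of the 10 sets of 3 animals theirs ranked 1 at week 12 and 1 at week 18, and 7 for week 18 vs. week 12, with a correlation of −0.0115 against −0.00526. This was examined because swapping these animals gave the most genes, which itself requires that they change together, so the rank restates that pattern and is no separate evidence. Whether the shared dates are its source cannot be told. The date and the time point cannot be told apart for the changes from pre-treatment across all genes.

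The mean change of the B-cell genes named by the paper at week 12 was −0.977 in the 2 animals sampled on other dates, −0.999 with library size only, and at smallest −0.913 with each animal left out. The paper picked these genes in the same libraries, so this shows no stability. B-cell markers that the paper does not name fell as well, lower in 5 of 5 animals, with a mean change of −0.464 in the animals sampled on the same dates and −0.575 in the others. Their median lay at percentile 0.0 of 10000 random lists matched on expression, at week 12 and 0.0 at week 18. Random lists ignore that genes of a list vary together, and monocyte markers and type I IFN-stimulated genes, whose animals moved in both directions, also lay at percentile 0 at week 12, so the percentile alone carries little weight. A smaller share of B-cells among the PBMCs remains a candidate explanation for the fall of the named B-cell genes. Over the treatment period, the paper reports a larger relative fall in CD20 cells than in lymphocytes or monocytes. These cell counts go with a smaller share of B-cells. Lower expression per cell was not separated from a smaller share directly. With the B-cell marker score as a covariate beside the block, the median of the 12 named genes at week 12 was −0.246, just short of the −0.25 set in advance as a fall beyond that of other markers, and at week 18 it was −0.338, past that value, so a fall beyond that of other markers is left open. The mean of *NFKBIZ* and *PHTF2* was −0.589 at week 12 in that fit. The 12 named B-cell genes ran from −1.054 to −0.034 there, so the covariate left a fall in B-cell genes too. Whether the share of B-cells accounts for the fall of *NFKBIZ* and *PHTF2* can therefore not be told from that fit. GC content, gene length and reads shared between similar genes were not tested, so none of this is called biological.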
